# Bromodomain inhibition of the transcriptional coactivators CBP/EP300 as a therapeutic strategy to target the IRF4 network in multiple myeloma

**DOI:** 10.7554/eLife.10483

**Published:** 2016-01-05

**Authors:** Andrew R Conery, Richard C Centore, Adrianne Neiss, Patricia J Keller, Shivangi Joshi, Kerry L Spillane, Peter Sandy, Charlie Hatton, Eneida Pardo, Laura Zawadzke, Archana Bommi-Reddy, Karen E Gascoigne, Barbara M Bryant, Jennifer A Mertz, Robert J Sims

**Keywords:** CBP, EP300, bromodomain, IRF4, MYC, myeloma, Human

## Abstract

Pharmacological inhibition of chromatin co-regulatory factors represents a clinically validated strategy to modulate oncogenic signaling through selective attenuation of gene expression. Here, we demonstrate that CBP/EP300 bromodomain inhibition preferentially abrogates the viability of multiple myeloma cell lines. Selective targeting of multiple myeloma cell lines through CBP/EP300 bromodomain inhibition is the result of direct transcriptional suppression of the lymphocyte-specific transcription factor IRF4, which is essential for the viability of myeloma cells, and the concomitant repression of the IRF4 target gene *c-MYC*. Ectopic expression of either IRF4 or MYC antagonizes the phenotypic and transcriptional effects of CBP/EP300 bromodomain inhibition, highlighting the IRF4/MYC axis as a key component of its mechanism of action. These findings suggest that CBP/EP300 bromodomain inhibition represents a viable therapeutic strategy for targeting multiple myeloma and other lymphoid malignancies dependent on the IRF4 network.

**DOI:** http://dx.doi.org/10.7554/eLife.10483.001

## eLife digest

Multiple myeloma is an aggressive and incurable cancer of white blood cells called B cells and plasma cells. Many of the mutations that trigger multiple myeloma interfere with genes that normally cause B cells to develop into plasma cells.

Multiple myeloma cells often activate genes that are inactive in healthy cells or vice versa. They also express some genes that are active in healthy cells but at the wrong levels. These changes in gene expression are regulated by proteins that bind to DNA and other DNA-associated proteins. Proteins called CBP and EP300 are two examples of regulatory proteins, and have been implicated in promoting various cancers in humans. Both CBP and EP300 contain a region known as a bromodomain, which binds to proteins associated with DNA. Abnormal activity of the bromodomains of CBP and EP300 may thus promote the onset of cancer.

Conery et al. have now treated a wide range of human blood cancer cells grown in the laboratory with two new chemicals that inhibit CBP and EP300 bromodomains. Of all the cells tested, multiple myeloma cells were the most strongly affected; these cells proliferated more slowly and died more quickly in the presence of the chemical inhibitors.

Next, Conery et al. analysed the changes in gene expression in the multiple myeloma cells when they were treated with the inhibitors. The genes whose expression levels changed the most were genes that are regulated by a protein called IRF4. This protein is important for normal B cell and plasma cell development. One notable IRF4 target gene that was down-regulated was the gene that encodes a protein called Myc, which strongly encourages cell division and growth. Conery et al. then supplemented the multiple myeloma cells with extra IRF4 or Myc while treating with the inhibitors and found that this caused the inhibitors to lose most of their effect.

Neither CBP nor EP300 have previously been thought of as targets for multiple myeloma therapy. Therefore a next critical step is to find more refined chemicals to target their bromodomains and importantly to test these chemicals in preclinical trials. These studies could in turn lead to improved treatments for patients with multiple myeloma in the future.

**DOI:** http://dx.doi.org/10.7554/eLife.10483.002

## Introduction

Multiple myeloma is an aggressive and incurable hematologic malignancy characterized by the proliferation of abnormal plasma cells (Mahindra et al., 2010). Myeloma is driven by transcriptional reprogramming events that prevent the differentiation of activated B cells to plasma cells and subsequently promote the proliferation of dysfunctional plasma cells (Mahindra et al., 2010). Abnormal activity of a number of transcription factors has been implicated in multiple myeloma development, including NF-κB, MAF, MYC, and interferon regulatory factor 4 (IRF4) (Dean et al., 1983; Keats et al., 2007; Palumbo et al., 1989; Shaffer et al., 2008). The oncogenic activity of these transcription factors in multiple myeloma is demonstrated by the presence of translocation events that fuse them to highly active enhancers that drive high expression (Dean et al., 1983; Iida et al., 1997).

The IRF4 transcription factor is a critical component of the normal adaptive immune response and is required for lymphocyte activation and differentiation of immunoglobulin-secreting plasma cells (Klein et al., 2006; Mittrücker et al., 1997; Sciammas et al., 2006). Downstream targets of IRF4 include factors that regulate cell cycle progression, survival, and normal plasma cell function (Shaffer et al., 2008). While oncogenic translocations of *IRF4* have been found, more frequently, myeloma and other lymphoid malignancies are dependent on dysfunctional transcriptional networks downstream of a genetically normal *IRF4* locus (Shaffer et al., 2008). While the immunomodulatory agent lenalidomide has been shown to promote IRF4 protein degradation (Moros et al., 2014), pharmacological agents that regulate the expression of *IRF4* mRNA have not been identified.

Small molecule inhibition of bromodomain-containing transcriptional co-regulators have recently been shown to be a viable strategy for the suppression of otherwise un-druggable downstream transcription factors. This is best exemplified by the inhibitors of BET family bromodomains, which down-regulate *MYC* and *BCL2* and are thus highly active in malignancies driven by these critical oncogenes (Dawson et al., 2011; Delmore et al., 2011; Mertz et al., 2011; Zuber et al., 2011). Cyclic AMP response element binding protein (CREB)-binding protein (CBP) and E1A interacting protein of 300 kDa (EP300) are highly homologous bromodomain-containing transcriptional co-activators that regulate a number of important cellular events through their acetyltransferase activity (Goodman and Smolik, 2000). Genetic studies in mice and surveys of human cancer mutations and translocations have implicated CBP/EP300 in cancer, but the role of the bromodomain in the normal and pathological function of CBP/EP300 has not been extensively studied (Kung et al., 2000; Murati et al., 2007; Ohnishi et al., 2008; Pasqualucci et al., 2011; Peifer et al., 2012). Given the importance of these genes in cancer development, CBP/EP300 bromodomain inhibition may represent an important therapeutic strategy to reprogram oncogenic signaling pathways in human malignancies.

## Results

### Cellular specificity of CBP/EP300 bromodomain inhibitors

To assess the functional role of CBP/EP300 bromodomains, we made use of two chemical probes recently generated by the Structural Genomics Consortium (Figure 1A) (SGC; www.thesgc.org) (Hay et al., 2014). SGC-CBP30 and I-CBP112 are chemically distinct tool compounds with selective affinity for the bromodomains of CBP/EP300 over other bromodomains in this protein family. Independent of CBP/EP300, the bromodomains with the highest affinity for these molecules is the BET bromodomain family (Hay et al., 2014). We confirmed the biochemical potency and selectivity of SGC-CBP30 and I-CBP112 using AlphaLISA with the isolated bromodomain of CBP and the first bromodomain of BRD4 (BRD4-BD1) (Figure 1B,F). We further addressed the selectivity of the compounds through the use of Differential Scanning Fluorimetry (DSF) with a panel of 19 purified bromodomains (Figure 1—source data 1). Taken together, these data are consistent with published reports regarding the selectivity of these compounds (Hammitzsch et al., 2015; Picaud et al., 2015).

**Figure 1.**
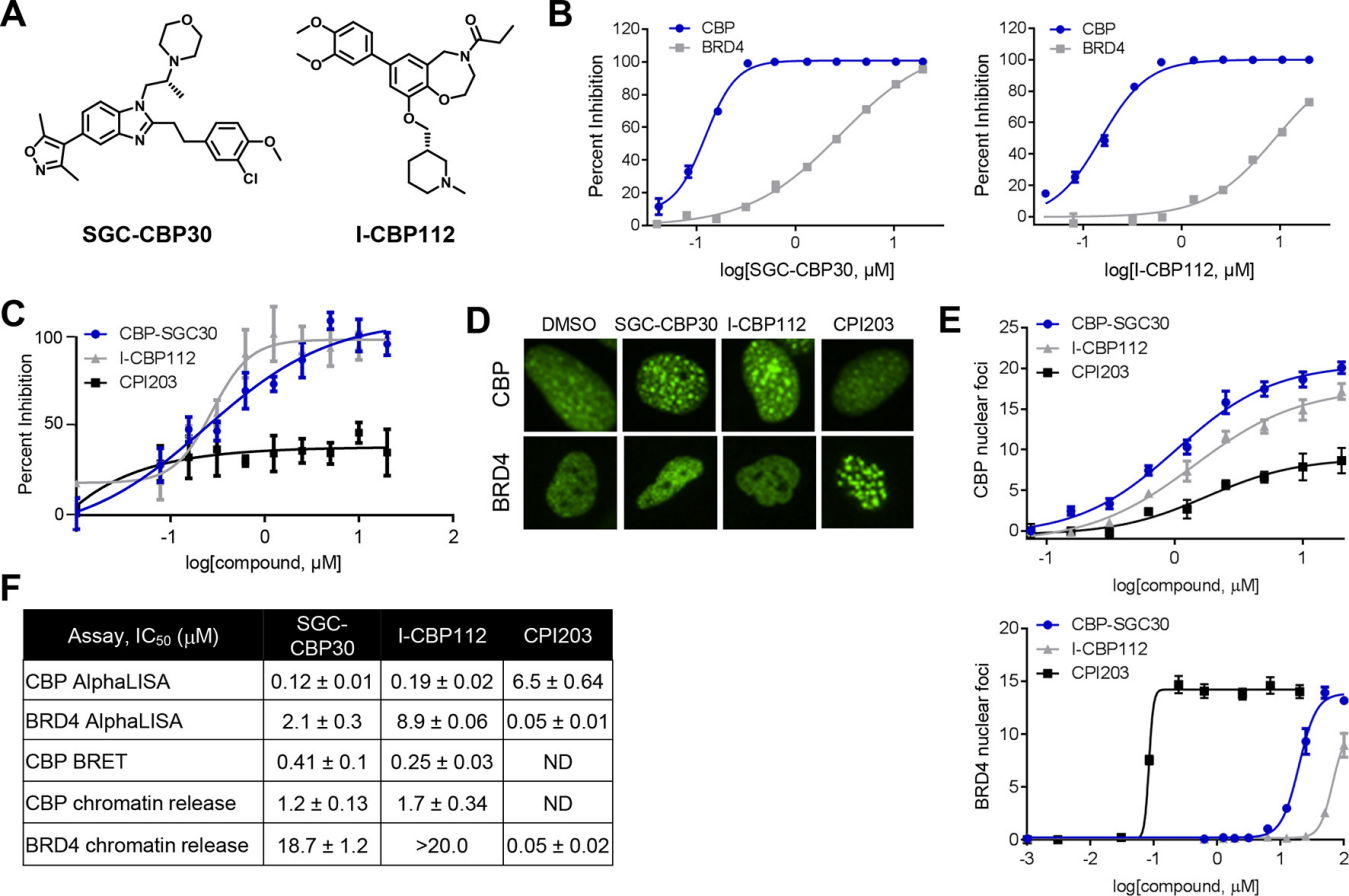
Characterization of CBP/EP300 bromodomain inhibitors. (**A**) Structures of SGC-CBP30 and I-CBP112. (**B**) Representative AlphaLISA curves showing the inhibition of acetylated peptide binding to isolated CBP or BRD4 bromodomains in the presence of SGC-CBP30 and I-CBP112. Error bars represent SEM of 3 technical replicates. (**C**) Dose-titrations of SGC-CBP30, I-CBP112, and CPI203 using NanoBRET with the isolated CBP bromodomain and histone H3.3 in 293 cells. Error bars represent SEM of three technical replicates. The calculated EC_50_ values are shown in F. (**D**) ZsGreen-bromodomain fusion proteins were monitored by high content imaging. Representative nuclei showing nuclear foci in the indicated assays in the presence of DMSO, SGC-CBP30 (5 μM), I-CBP112 (5 μM) or CPI203 (0.33 μM). (**E**) Quantification of chromatin release assay. Each curve represents a titration of the indicated compound in stable cell lines expressing the indicated fusion protein (CBP: CBP-bromodomain/BRD9; BRD4: full length BRD4). Values are mean of four fields per well of two technical replicates, ± SEM. (**F**) Summary of biochemical and cellular activity of the indicated compounds. Values represent half-maximal inhibition (IC_50_) in AlphaLISA assays (n ≥ 2 independent replicates) or half-maximal induction (EC_50_) in NanoBRET (n = 3 technical replicates ± SEM) or chromatin release assays (n = 2 biological replicates ± SEM). ND = not determined due to a failure to produce 100% inhibition compared to controls. **DOI:** http://dx.doi.org/10.7554/eLife.10483.003 10.7554/eLife.10483.004Figure 1—source data 1.Bromodomain selectivity of CBP/EP300 bromodomain inhibitors.Differential scanning fluorimetry was carried out with the indicated isolated bromodomains at 4–8 μM and the compounds at 20 μM. Shifts in melting temperature (△Tm, °C) and SEM for n = 3 technical replicates are shown.**DOI:** http://dx.doi.org/10.7554/eLife.10483.004

To assess the potency of these probes in cells, we utilized a proximity-based assay (NanoBRET), which monitors the interaction between the bromodomain of CBP and histone H3.3. SGC-CBP30 and I-CBP112 showed similar dose-dependent inhibition of CBP-H3.3 binding, with calculated EC_50_ values of 0.28 μM and 0.24 μM, respectively (Figure 1C and F). The BET bromodomain inhibitor CPI203 (Devaiah et al., 2012) did not display dose-dependent inhibition in this assay (Figure 1C). Next, we made use of an imaging-based assay that measures the release of bromodomain-GFP fusion proteins from chromatin upon ligand binding (Huang et al., 2014). As shown in Figure 1D, chromatin release results in aggregation of fusion proteins into finite speckles whose number and intensity increase with ligand binding. Both SGC-CBP30 and I-CBP112 promote chromatin release of CBP bromodomain fusion proteins at low micromolar concentrations as quantitated by high-content imaging (10-fold cell shift), comparable to previous results (Figure 1E,F) (Hay et al., 2014). In contrast, both probe compounds release BRD4-BD1 fusion proteins from chromatin at significantly higher concentrations as compared to the selective BET inhibitor CPI203 (Figure 1D–F) (Devaiah et al., 2012). Given the cellular selectivity of the compounds, we are confident that at defined concentrations of the inhibitors (≤2.5 μM SGC-CBP30 or ≤5 μM I-CBP112), any observed pharmacological effects are due to on-target inhibition of CBP/EP300 bromodomains.

### CBP/EP300 bromodomain inhibition causes cell cycle arrest and apoptosis

To assess the biological activity of CBP/EP300 bromodomain inhibition, we treated a panel of cell lines of multiple myeloma and acute leukemia origin with SGC-CBP30 and I-CBP112. As shown in Figure 2A,B, and Figure 2—figure supplement 1A, a subset of cell lines was highly sensitive to both compounds, with the most sensitive cell lines having GI_50_ values below 3 μM of SGC-CBP30. Notably, 14 of the 15 most sensitive cell lines are of multiple myeloma origin (Figure 2A). As effectors of multiple biological processes, CBP and EP300 play important roles in multiple phases of the cell cycle. To assess the requirement of the CBP/EP300 bromodomains in cell cycle progression, we released G0/G1 arrested LP-1 cells in the presence of either DMSO, SGC-CBP30, or I-CBP112. As shown in Figures 2C and Figure 2—figure supplement 1B, the progression of the cells appears normal through G2/M phase (8 hr). Only upon entry into the next cell cycle is there a noticeable alteration in cell cycle progression, with compound-treated cells accumulating in G1 at 16 and 24 hr as compared to DMSO-treated cells. Thus, it appears that the primary phenotypic effect of CBP/EP300 bromodomain inhibition is arrest in the G1 phase of the cell cycle. Consistent with these observations, growth inhibition resulting from CBP/EP300 bromodomain inhibition is accompanied by G0/G1 arrest and apoptosis in phenotypically sensitive cell lines (Figures 2D and Figure 2—figure supplement 1C). As the phenotypic effects of SGC-CBP30 and I-CBP112 appeared similar, we utilized the more potent compound, SGC-CBP30, for further experiments and made use of I-CBP112 as a distinct chemotype to confirm important observations.

**Figure 2.**
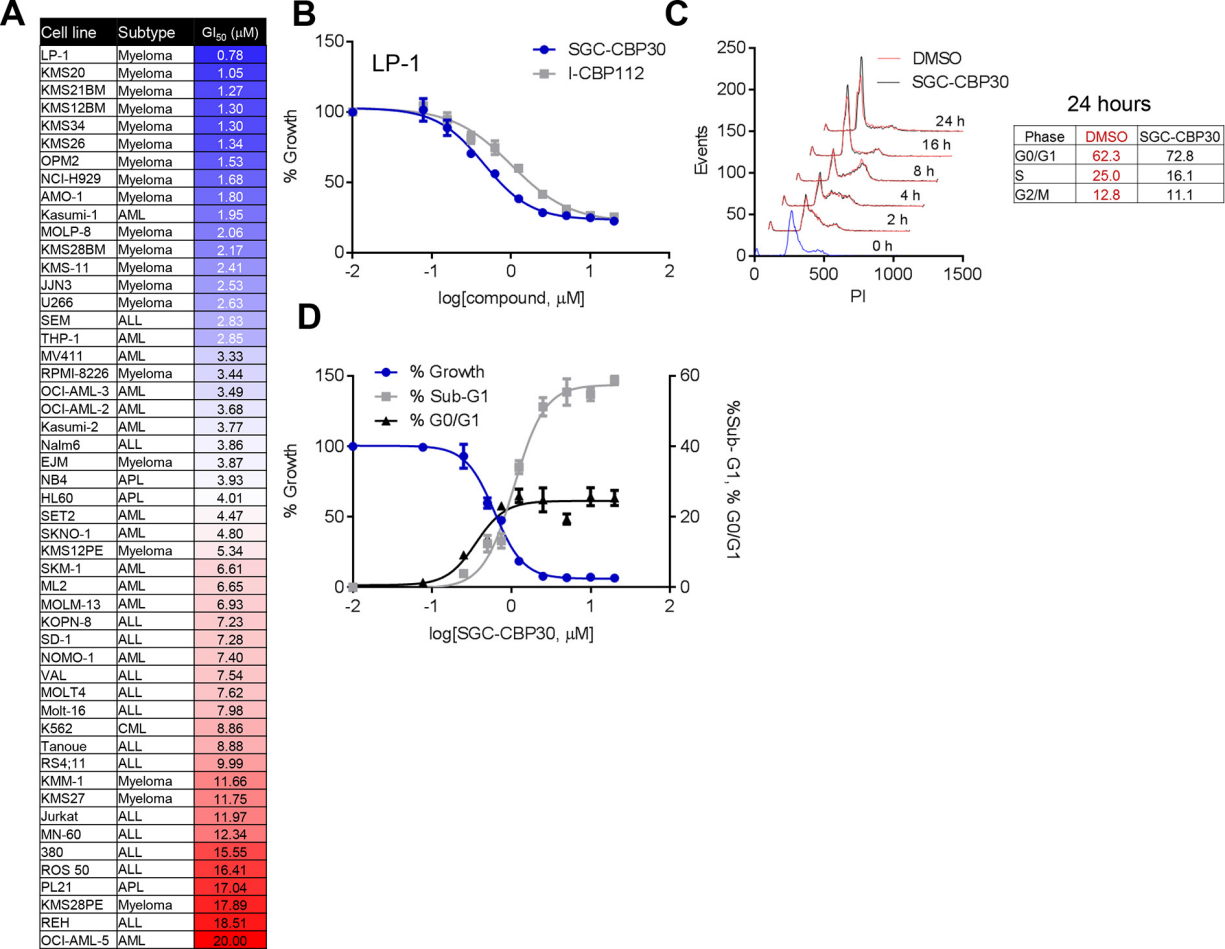
Phenotypic effects of CBP/EP300 bromodomain inhibition. (**A**) Growth inhibitory effects of SGC-CBP30 and I-CBP112 in the indicated cell lines. Cells were incubated with compounds for 6 days, and viability was measured with resazurin. Values are the mean of at least two biological replicates. Values with error can be found in Figure 2—source data 1. (**B**) Example viability curves for LP-1. Values represent the mean of three3 technical replicates, ± SD. (**C**) LP-1 were synchronized by double thymidine block and released into either DMSO or 2.5 μM SGC-CBP30. Cells were fixed and stained with PI for cell cycle analysis at the indicated time points. Cell cycle distribution at 24 hr is shown in the table. Representative data from one of two biological replicates are shown. (**D**) LP-1 cells were treated as in (A) and fixed after 6 days. Viable cell number and percent increase in G0/G1 or sub-G1 over DMSO were determined by flow cytometry. Each point is the mean of three technical replicates, ± SD. See Figure 2—figure supplement 1 for additional data with I-CBP112. **DOI:** http://dx.doi.org/10.7554/eLife.10483.005 10.7554/eLife.10483.006Figure 2—source data 1.GI50 and standard deviation for a minimum of two replicates for the data shown in Figure 2 and Figure 2—figure supplement 1.**DOI:** http://dx.doi.org/10.7554/eLife.10483.006

**Figure 2—figure supplement 1.**
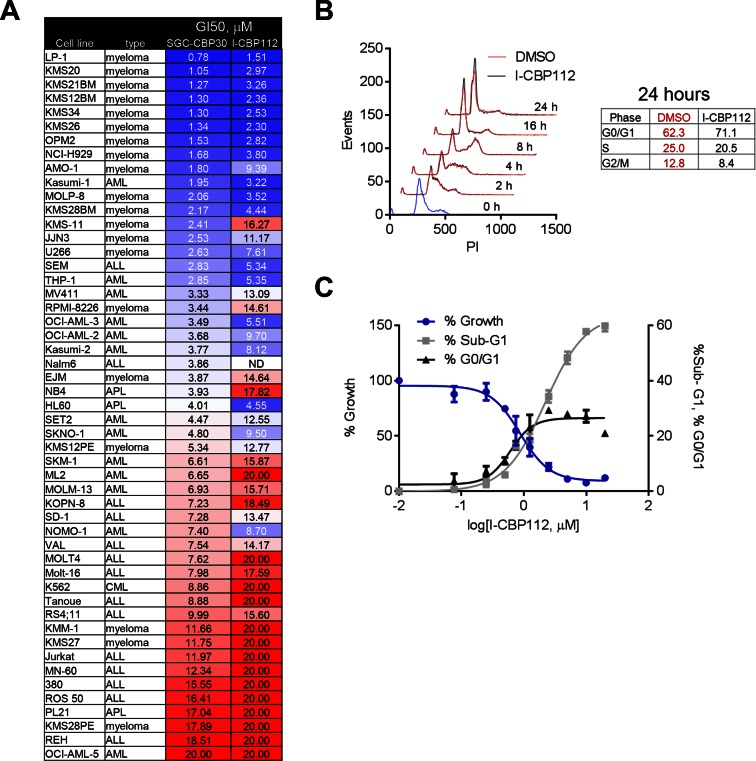
CBP/EP300 bromodomain inhibition affects the viability of multiple myeloma cells. As in Figure 2, except with I-CBP112. (**A**) as in Figure 2A. (**B**) as in Figure 2C. (**C**) as in Figure 2D. **DOI:** http://dx.doi.org/10.7554/eLife.10483.007

### CBP/EP300 bromodomain inhibition targets the IRF4 transcriptional program

Recent work by many groups has demonstrated that small molecule inhibitors of BET family bromodomains are highly active in cell lines of hematopoetic origin (Dawson et al., 2011; Delmore et al., 2011; Mertz et al., 2011; Zuber et al., 2011). In contrast, our results suggest that CBP/EP300 bromodomain inhibition preferentially targets a more limited subset of hematologic cell lines, with a bias toward multiple myeloma/plasmacytoma cell lines. 

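LP-1 is a human multiple myeloma cell line, SGC-CBP30 inhibits the bromodomains of CBP and EP300, and CPI203 inhibits the bromodomains of the BET family. RNA-seq was examined for 8 LP-1 libraries, all prepared after 6 hr of treatment. They come from 2 experiments of 4 libraries each, and each experiment holds 2 biological replicates of a compound and 2 of DMSO. SGC-CBP30 was used at 2.5 μM and CPI203 at 0.25 μM. Which DMSO libraries belong to which compound was taken from the naming series of the libraries in the deposited labels, since the text of the paper does not list them. Sequencing and mapping were done by a service provider, and the authors deposited 1 value per gene and library in RPKM, the reads per kilobase of gene, scaled to the mapped reads of the library. The aligner, the annotation release and the genome build are not named in the text of the paper. RPKM values do not show the depth directly, but low values of single-exon genes fall on steps worth 1 read, and these steps gave an estimate of the depth. The estimate was 34400000 and 34100000 reads for the DMSO libraries of the SGC-CBP30 experiment and 50100000 and 46900000 reads for SGC-CBP30. It was 28900000 and 26600000 reads for the DMSO libraries of the CPI203 experiment and 26100000 and 29800000 reads for CPI203. The SGC-CBP30 libraries were therefore 1.42 times as deep as their controls, whereas the CPI203 libraries were 1.01 times as deep. Replicates differed less than treated and control libraries did. Among genes with at least 10 RPKM, the log2 difference between replicates had an SD between 0.086 and 0.114, against an SD between 0.275 and 0.3 between single SGC-CBP30 and DMSO libraries of the same experiment.
In the deposited table, 27 genes had a missing value in the 8 libraries and were left out, and 14732 genes had a mean of at least 1 RPKM and were tested. Values were converted to log2(RPKM + 0.1), and fold changes are given on that scale, which understates the change of genes with low values. All 8 libraries were fitted together with limma, each compound was compared with the DMSO libraries of its own experiment, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.05 and a change of at least 1.5-fold. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p under 0.333. Every p-value therefore rests on limma's model, which combines a gene's own spread with the spread shared across genes. The DMSO libraries of the 2 experiments also differed from each other, with a log2 difference of SD between 0.332 and 0.365 for genes with at least 10 RPKM, so the effects of the compounds are compared as changes within each experiment.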

To gain insight into the mechanisms underlying these phenotypic differences, we carried out RNA sequencing of LP-1 cells treated with SGC-CBP30 or the pan-BET inhibitor CPI203. To narrow our focus to direct transcriptional effects, we examined gene expression changes following short term (6 hr) compound treatment. As shown in Figures 3A and Figure 3—figure supplement 1A, the transcriptional footprint of SGC-CBP30 is more circumscribed than that of CPI203, with far fewer genes differentially expressed. 

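With SGC-CBP30, 1070 of the 14732 genes tested were called changed, 511 of them higher and 559 lower than in DMSO. With CPI203, 4095 genes were called, 1969 higher and 2126 lower, which is 3.83 times as many. The median size of the log2 fold change over all genes tested was 0.18 with SGC-CBP30 and 0.33 with CPI203, and the SD of the log2 fold changes was 0.363 and 0.667. The counts depended on the cutoff for low values. The number of SGC-CBP30 genes with adjusted p under 0.05 and at least 1.5-fold change was 505 among genes with a mean of at least 5 RPKM, and that of CPI203 genes was 2590. Without a minimum fold change, 5945 and 9459 genes had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. Of these, 3772 were higher and 2173 lower with SGC-CBP30, and 4582 were higher and 4877 lower with CPI203. Between the 2 pairs of DMSO libraries, the same model gave 6150 genes, 1155 of them by at least 1.5-fold. Both counts exceed those of SGC-CBP30. The p-values thus measure the spread between replicates within an experiment, and not the variation between experiments. At least 2-fold, with or without a significant p-value, 199 genes were lower and 93 higher with SGC-CBP30, against 899 lower and 677 higher with CPI203. Genes called at 4-fold or more numbered 19 lower and 7 higher with SGC-CBP30, and 132 lower and 96 higher with CPI203. The split between higher and lower calls with SGC-CBP30 depended on the scaling of the libraries, since 47.8% of calls were higher with RPKM as deposited and 32.4% after each library was scaled to the same median.
Genes with large decreases with SGC-CBP30, outside pseudogenes and short clone-named genes, included IGFBP3 (log2 fold change -2.80) and PLXNA2 (-2.62). TNFRSF12A was raised by both compounds, with a log2 fold change of 2.74 with SGC-CBP30 and 2.70 with CPI203. Larger increases with SGC-CBP30 were listed only for clone-named genes that overlap or resemble other genes, for which the values are uncertain. With CPI203, CCR1 (log2 fold change -4.79), LRRC14B (-4.38) and RAB36 (-4.37) were among the 5 largest decreases, and CDKN1A (4.61) and ATP1B1 (3.94) were among the 5 largest increases. The other large increases with CPI203 were histone genes, of which HIST2H3A and HIST2H3C were listed with the same values in the CPI203 libraries.

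**Figure D1:**
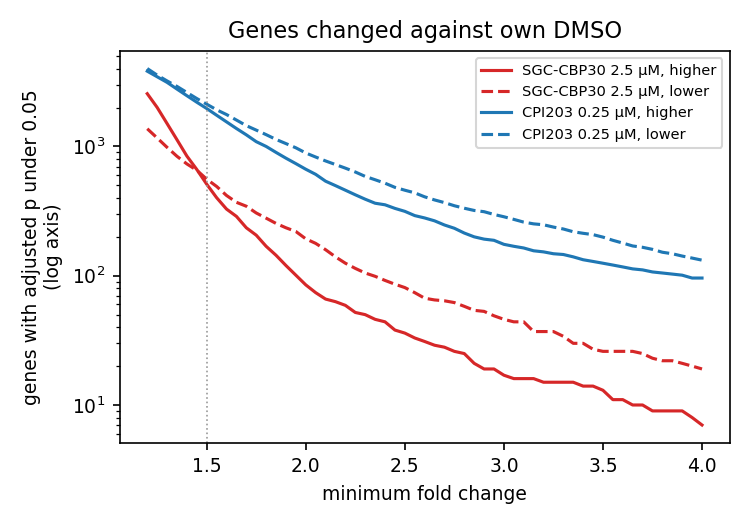
Number of LP-1 genes (log axis) with an adjusted p under 0.05 that were higher (solid) or lower (dashed) than in DMSO of the same experiment by at least the fold change on the x axis, for SGC-CBP30 (red) and CPI203 (blue). The dotted line marks 1.5-fold, where SGC-CBP30 has 511 higher and 559 lower genes and CPI203 has 1969 and 2126.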

Notably however, the genes differentially expressed by SGC-CBP30 are not simply a subset of those affected by CPI203 (Figures 3A and Figure 3—figure supplement 1A; confirmed with I-CBP112 in Figure 3—figure supplement 1D). This suggests that the two modalities may target distinct transcriptional pathways.

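Of the 199 genes lower by at least 2-fold with SGC-CBP30, 70 were also lower by at least 2-fold with CPI203, where 12.1 would be shared by chance, and 129 were not. Of the 93 genes higher by at least 2-fold, 40 were shared, against 4.3 by chance, and 53 were not. A gene past a threshold with one compound only is not thereby shown to respond differently, so the difference between the compounds was tested for each gene. It had an adjusted p under 0.05 (limma, Benjamini-Hochberg) for 103 of the 129 lower genes and for 35 of the 53 higher genes. The genes were selected and tested on the same libraries, so these counts may be too high. Each compound was also run in its own experiment, so a difference between the experiments is not excluded. The overlap was 152 lower and 98 higher genes with no filter on low values, and 28 and 8 among genes with a mean of at least 5 RPKM. Genes of Figure 3—figure supplement 1D were examined in the sequencing data. S1PR1 fell by 1.99 on the log2 scale with SGC-CBP30, and changed by -0.16 with CPI203 (adjusted p = 0.51 from limma). KIF21B fell from 37.3 ± 1.13 to 18.6 ± 0.553 RPKM (SD, n = 2) with SGC-CBP30 and rose by 0.26 on the log2 scale with CPI203. C10orf10 fell from 25.8 RPKM in its DMSO to 5.39 RPKM with SGC-CBP30, and IGFBP3 from 22.8 to 3.18 RPKM. Both had lower values in the DMSO libraries of the CPI203 experiment, 11.2 RPKM for C10orf10 and 4.95 RPKM for IGFBP3, where CPI203 changed them by -0.33 and -0.41 on the log2 scale. PFKFB4 rose from 1.41 ± 0.239 to 4.68 ± 0.309 RPKM (SD, n = 2) with SGC-CBP30. ZAP70 and DLL4 had means of 0.831 and 0.505 RPKM over all libraries and were not tested. Their values fell from 2.56 to 0.444 RPKM for ZAP70 and from 1.58 to 0.116 RPKM for DLL4 with SGC-CBP30, and both were already at 0.112 and 0.107 RPKM in the DMSO libraries of the CPI203 experiment.

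**Figure D2:**
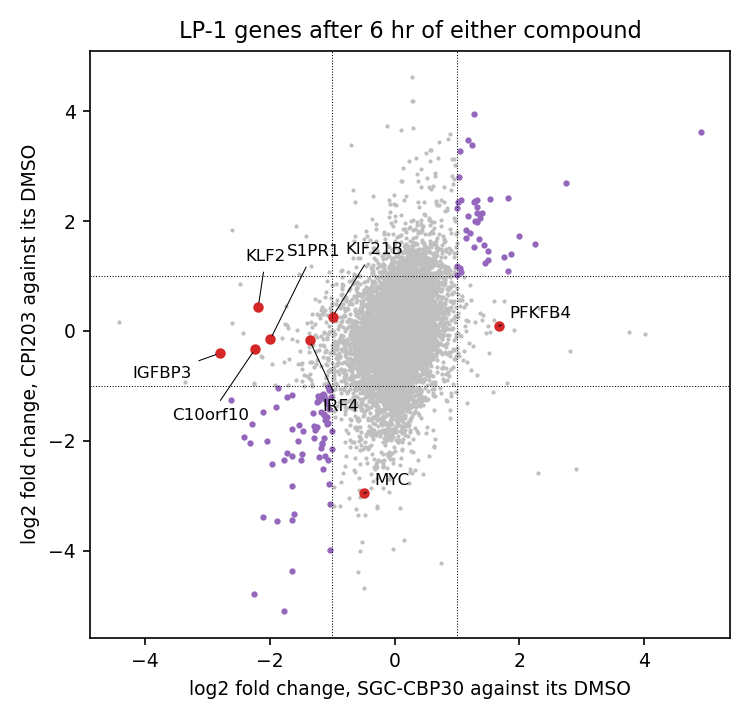
Log2 fold change of each of 14732 genes with SGC-CBP30 (x axis) and with CPI203 (y axis), each against DMSO of the same experiment. Dotted lines mark 2-fold, purple points are the 70 lower and 40 higher genes past 2-fold with both compounds, and the red points label IRF4, MYC and genes of Figure 3—figure supplement 1D, of which IRF4 lies left of the 2-fold line and near 0 on the y axis.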

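Across the 14732 genes tested, which are not independent replicates, the log2 fold changes of the compounds had a Pearson correlation of 0.347 and a Spearman correlation of 0.344. The compounds were each compared with separate DMSO libraries, so no correlation arises from shared controls. Of the 1070 genes called with SGC-CBP30, 74.1% changed in the same direction with CPI203, against 61.2% of all genes tested. The calls were shared in the same direction for 468 of the 1070 genes and were opposite for 78. For 655 of the 1070 the difference between the compounds had an adjusted p under 0.05, and over all genes tested this held for 7416. The Pearson correlation across genes of the 2 compounds' log2 fold changes was 0.216 with no filter on low values.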

**Figure 3.**
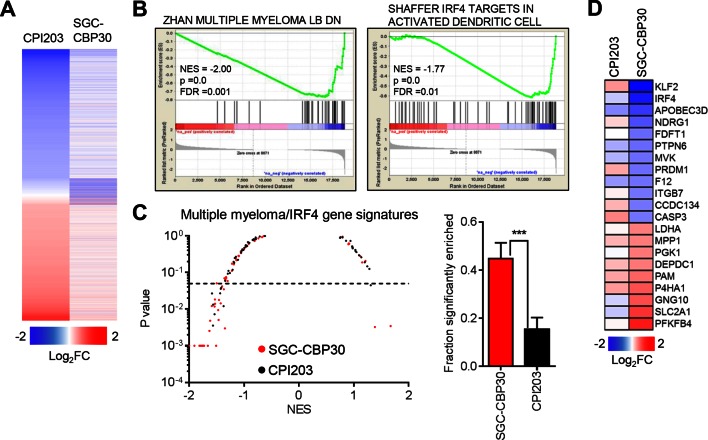
CBP/EP300 bromodomain inhibition targets IRF4. (**A**) LP-1 cells were treated with SGC-CBP30 (2.5 μM) or CPI203 (0.25 μM) for 6 hr, and mRNA expression was measured using RNA sequencing. Expression values for biological replicate compound-treated samples were normalized to paired DMSO controls to obtain log_2_ fold change values. (**B**) Example enrichment plots for GSEA of SGC-CBP30 treated LP-1 cells. (**C**) Left, Scatter plot of P value vs. NES for multiple myeloma and IRF4 gene signatures for SGC-CBP30 (red) or CPI203 (black) treated LP-1 cells. Dashed line indicates p = 0.05. Right, fraction of gene signatures significantly enriched (p<0.05) with each treatment. Error bars indicate SEM. SGC-CBP30: 26/58; CPI203: 9/58. *** indicates p = 0.0005 by unpaired 2-tailed t-test. (**D**) IRF4 target genes differentially expressed (minimum 1.5 fold, p<0.05) with SGC-CBP30, but not CPI203. See Figure 3—figure supplement 1 for additional gene expression data and analysis. **DOI:** http://dx.doi.org/10.7554/eLife.10483.008

**Figure 3—figure supplement 1.**
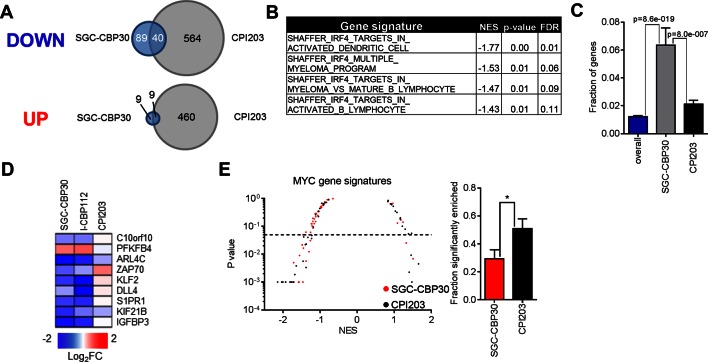
CBP/EP300 bromodomain inhibition targets IRF4 transcriptional programs. (**A**) Venn diagrams showing the overlap of genes down- or up-regulated at least 2-fold following treatment with SGC-CBP30 or CPI203 as in Figure 3A. (**B**) Significantly enriched (p<0.05) IRF4 gene signatures upon SGC-CBP30 treatment. (**C**) The fraction of the 309 IRF4 target genes present in the overall set of mapped genes (20299 genes) or in the genes differentially expressed at least 1.5 fold by SGC-CBP30 (393 genes) or CPI203 (2959 genes) was determined. p-values were calculated by unpaired 2-tailed t-test. (**D**) Expression of the indicated mRNAs was determined by q-RTPCR following treatment of LP-1 cells with SGC-CBP30 (2.5 μM), I-CBP112 (5 μM), or CPI203 (0.25 μM) for 6 hr. Relative gene expression is expressed as log_2_ fold change relative to expression in DMSO. (**E**) Left, As in Figure 3C, except with MYC gene signatures. Right, fraction of gene signatures significantly enriched with each treatment. Error bars indicate SEM. SGC-CBP30: 15/51; CPI203: 26/51. * indicates p = 0.03 by unpaired 2-tailed t-test. **DOI:** http://dx.doi.org/10.7554/eLife.10483.009

To better understand the pathways impacted by CBP/EP300 and BET bromodomain inhibition, we carried out Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005) with an emphasis on transcriptional pathways that might distinguish the two modalities. 

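The published MYC signatures were not used here. In their place, a list of MYC-associated growth genes was written before the data were examined, with genes of ribosome assembly, nucleotide synthesis and translation, 52 of which were tested. With CPI203, 50 of the 52 were lower than in DMSO, with a median log2 fold change of -0.76, and 35 were called lower at 1.5-fold or more. The list as a whole shifted with an adjusted p of 1.73e-18 from limma's camera test at a preset correlation between genes of 0.01. With limma's fry test the adjusted p was 7.8e-06, and with the correlation estimated from the data (0.138) it was 0.07, so the call depends on how the correlation among these genes is treated. A list of 77 ribosomal protein genes, which are also linked to growth, had a median of -0.04 with CPI203 (adjusted p = 0.0932 by camera). MYC itself ranked 27 among the genes with the largest falls with CPI203.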

As expected, gene signatures negatively correlated with CPI203 treatment were dominated by MYC-dependent transcriptional pathways (Figure 3—figure supplement 1E). However, while several MYC signatures were also enriched upon treatment with SGC-CBP30, more notable was the enrichment of signatures for pathways important in multiple myeloma (Figures 3B and C), which was distinct from the effects of BET inhibition. We noted in particular the significant negative correlation (p-value < 0.05) of 4 gene signatures containing downstream targets of IRF4, a lymphocyte-specific transcription factor that is essential for the survival of multiple myeloma cells (Figure 3—figure supplement 1B) (Shaffer et al., 2008). Consistent with this gene set enrichment, IRF4 target genes (catalogued by Shaffer et al.) are significantly enriched in the set of genes differentially expressed following treatment with SGC-CBP30 (Figure 3—figure supplement 1C). 

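IRF4 is listed on chromosome 6 from 391738 to 411447 in a genome build that the files do not name. With SGC-CBP30 its log2 fold change was -1.36 (standard error 0.039, adjusted p = 8.65e-08 from limma), and only 75 of the genes tested had a larger fall. With either library of a group left out, the log2 fold change stayed between -1.42 and -1.31. The change differed between the compounds by -1.19 (standard error 0.055, adjusted p = 4.48e-07 from limma). Figure 3D shows 21 genes, and all of them had an adjusted p under 0.05 with SGC-CBP30, 12 lower and 9 higher than in DMSO. Adjusted over the list alone, all 21 passed as well, which is not independent evidence because the genes were chosen on these libraries. At 1.5-fold or more, 16 of the 21 were called with SGC-CBP30 and 2, PTPN6 and F12, were called with CPI203. Genes under 1.5-fold with SGC-CBP30 included LDHA, PGK1, CCDC134 and ITGB7, with log2 fold changes of 0.25, 0.41, -0.44 and -0.57. Tested directly, the response differed between the compounds for 18 of the 21 genes (adjusted p under 0.05 from limma), and not for PTPN6, F12 or DEPDC1. The paper chose the genes on these libraries as changed with SGC-CBP30 and not with CPI203. The count of 18 is therefore not independent evidence either. KLF2 had the largest fall among the 21, from 16.3 ± 0.597 to 3.50 ± 0.042 RPKM (SD, n = 2), while it went from 11.4 ± 0.670 to 15.5 ± 2.15 RPKM with CPI203. PRDM1, which encodes a regulator of plasma cell differentiation, had a log2 fold change of -0.64 with SGC-CBP30 and 0.36 with CPI203. SLC2A1 and PFKFB4 had the largest increases, 1.07 and 1.67 with SGC-CBP30, against -0.09 and 0.09 with CPI203. The choice of control moved these calls most. When all 4 DMSO libraries served as controls, 6 of the 21 genes were called with SGC-CBP30. FDFT1, for example, was at 336 RPKM in DMSO and 216 with SGC-CBP30, but at 186 RPKM in the DMSO libraries of the CPI203 experiment, and MVK was at 25.3, 16.4 and 14.4 RPKM.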

A subset of these IRF4 target genes (including *IRF4* itself) is significantly differentially expressed following treatment with SGC-CBP30 but not CPI203 (Figure 3D), arguing that the IRF4 transcriptional axis may be selectively targeted by CBP/EP300 bromodomain inhibition.

### CBP/EP300 bromodomain inhibition directly suppresses the expression of *IRF4*

Since the regulation of the IRF4 transcriptional axis through small molecule inhibition of CBP/EP300 bromodomains would represent a promising new therapeutic strategy for multiple myeloma, we sought to better understand our initial observations. We first demonstrated by qRT-PCR that *IRF4* mRNA was suppressed in a dose-dependent manner by CBP/EP300 bromodomain inhibition in both LP-1 and another multiple myeloma cell line, OPM2 (Figure 4A and Figure 4—figure supplement 1A). The EC_50_ of *IRF4* suppression in each cell line is in the range of the cellular EC_50_ values shown in Figure 1 and the GI_50_ values shown in Figure 2A, arguing for an on-target effect. Consistent with suppression at the mRNA level, IRF4 protein is reduced upon treatment with SGC-CBP30 or I-CBP112 (Figure 4—figure supplement 1D). In support of a direct effect on the transcription of *IRF4*, we observed that *IRF4* is suppressed within 2 hr of addition of SGC-CBP30 (Figure 4—figure supplement 1C), and recovers within 1 hr of removal of the compound (Figure 4B).

**Figure 4.**
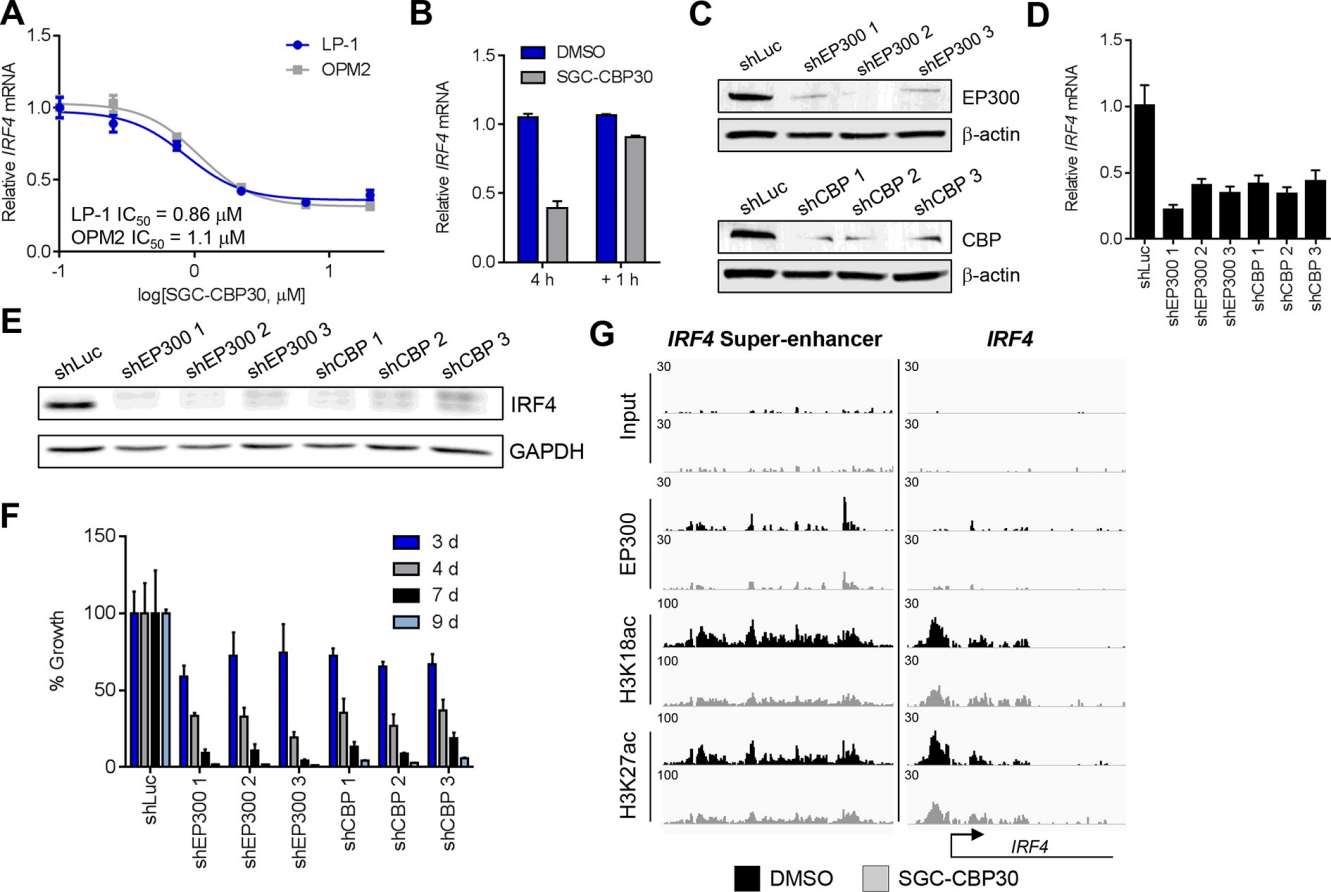
*IRF4* is a direct transcriptional target of CBP/EP300 bromodomain inhibition. (**A**) Dose-dependent inhibition of *IRF4* mRNA expression (qRT-PCR) with SGC-CBP30 in LP-1 and OPM2 cells following 6 hr of treatment. Values represent the mean of three biological replicates, ± SEM. (**B**) LP-1 cells were treated with SGC-CBP30 (2.5 μM) for 4 hr, compound was removed, and cells were incubated for an additional 1 hr in fresh media. Levels of *IRF4* mRNA were measured by qRT-PCR and normalized to *GAPDH*. Relative mRNA values normalized to DMSO at each time point represent the mean of 2 biological replicates, ± SEM. (**C**) Cells were transduced with lentivirus and lysed for Western analysis with the indicated antibodies (3 days post-infection). (**D**) *IRF4* expression was determined by qRT-PCR at 3.5 days following the transduction of shRNA lentivirus, and mRNA was normalized to *GAPDH* and expressed relative to the control shLuc (n = 3 technical replicates, ± SEM). (**E**) Western analysis with the indicated antibodies was carried out at 3.5 days post-transduction with the indicated shRNA constructs. (**F**) Cells were fixed at the indicated time points following transduction and viability was determined by flow cytometry. Percent growth is expressed relative to control shLuc at each time point. Values represent the mean of n = 3 technical replicates, ± SEM. (**G**) LP-1 cells were treated with SGC-CBP30 (2.5 μM) for 6 hr, and the indicated antibodies were used for ChIP-seq. Sequencing traces for the IRF4 super-enhancer and the transcriptional start site are shown. See Figure 4—figure supplements 1 and 2 for additional supporting data. **DOI:** http://dx.doi.org/10.7554/eLife.10483.010

**Figure 4—figure supplement 1.**
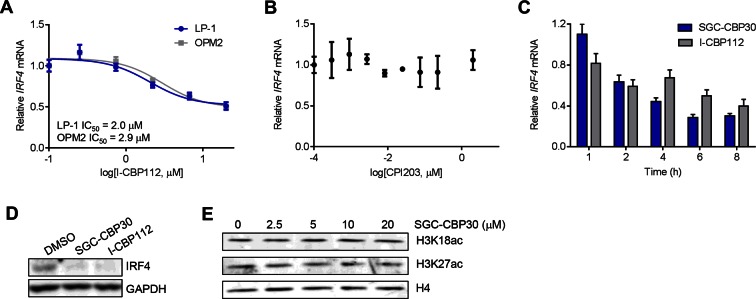
CBP/EP300 bromodomain inhibition regulates the expression of IRF4. (**A**) Cells were treated with I-CBP112 for 6 hr, and levels of *IRF4* were determined as in Figure 4A. Values represent the mean of n = 3 biological replicates ± SEM. (**B**) LP-1 cells were treated with a titration of CPI203 for 6 hr, and *IRF4* expression was determined by qRT-PCR and normalized to *GAPDH*. Values represent the mean of n = 2 biological replicates, ± SEM. (**C**) LP-1 cells were treated with DMSO, SGC-CBP30 (2.5 μM), or I-CBP112 (5 μM). Total RNA was prepared at the indicated time points and used for qRT-PCR. Expression of *IRF4* was normalized to *GAPDH* and calculated relative to DMSO treated cells at each time point. Values represent the mean of n = 4 technical replicates, ± SEM. (**D**) Uninduced LP-1/IRF4 cells were treated with SGC-CBP30 (2.5 μM) or I-CBP112 (5 μM) for 24 hr, and lysates were prepared for Western analysis with the indicated antibodies. (**E**) LP-1 cells were treated with the indicated concentrations of SGC-CBP30 for 16 hr, and extracts were prepared for Western analysis with the indicated antibodies. **DOI:** http://dx.doi.org/10.7554/eLife.10483.011

**Figure 4—figure supplement 2.**
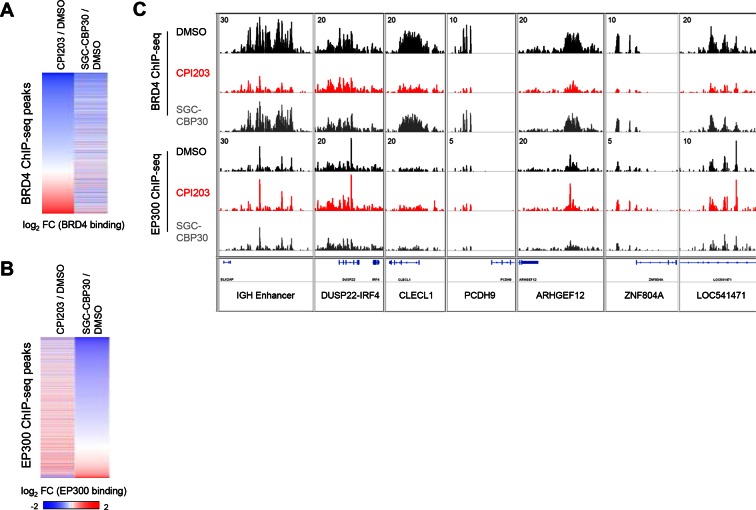
CBP/EP300 bromodomain inhibition does not cause global eviction of BRD4 from chromatin. (**A**) BRD4 ChIP-seq peaks were called using MACS and ranked by log_2_ fold change in BRD4 enrichment in LP-1 cells treated for 6 hr with 0.25 µM CPI203 compared to DMSO-treated cells. (**B**) EP300 ChIP-seq peaks were called using MACS and ranked by log_2_ fold change in EP300 enrichment in LP-1 cells treated for 6 hr with 2.5 µM SGC-CBP30 compared to DMSO-treated cells. (**C**) Examples of BRD4 and EP300 ChIP-seq tracks showing that CBPi does not cause global eviction of BRD4, and that BETi does not globally reduce EP300 chromatin binding. Representative tracks of two biological replicates are shown. **DOI:** http://dx.doi.org/10.7554/eLife.10483.012

To further corroborate that *IRF4* suppression is due to the on-target activity of CBP/EP300, we used RNAi to knock down either CBP or EP300 in the LP-1 cell line. As shown in Figures 4C,D and E, three unique shRNA constructs that efficiently knocked down either CBP or EP300 reduced the expression of *IRF4* at the mRNA and protein level. Viability effects were observed subsequent to suppression of *IRF4* (Figure 4F), which is consistent with the kinetics and phenotypic effects of CBP/EP300 bromodomain inhibition. Taken together, these data argue that the suppression of *IRF4* is due to on target inhibition of the CBP/EP300 bromodomains.

CBP and EP300 function as transcriptional co-activators via acetylation of histones and transcription factors. The bromodomains of CBP/EP300 are required for the acetylation of histones within a chromatin context, and histone H3 lysine 18 (H3K18) and histone H3 lysine 27 (H3K27) have been shown to be specifically targeted by CBP/EP300 (Jin et al., 2011). To investigate the mechanism of transcriptional suppression of *IRF4*, we first examined whether CBP/EP300 bromodomain inhibition causes global reduction in histone acetylation. Following incubation of LP-1 cells with SGC-CBP30, we did not observe any significant changes in the global levels of H3K18 or H3K27 acetylation by Western analysis (Figure 4—figure supplement 1E). We looked more closely for localized changes in histone acetylation by using chromatin immunoprecipitation followed by massively parallel sequencing (ChIP-seq). As shown in Figure 4G, we observed a significant reduction in both H3K18ac and H3K27ac at a previously annotated super-enhancer of IRF4 (Chapuy et al., 2013) as well as at the transcription start site. Notably, this reduction in acetylation is accompanied by a reduction in the chromatin occupancy of EP300, suggesting that CBP/EP300 bromodomain inhibition promotes release of the protein from chromatin leading to a reduction in histone acetylation. It should be noted that broad and complete loss of EP300 was not observed, perhaps suggesting that the bromodomain of EP300 serves to localize it to restricted domains (Figure 4G). Importantly, treatment with SGC-CBP30 did not result in global eviction of BRD4, arguing against a direct effect on BET bromodomain proteins (Figure 4—figure supplement 2).

### IRF4 and MYC suppression are associated with phenotypic response to CBP/EP300 bromodomain inhibition

We have shown that CBP/EP300 bromodomain inhibition leads to viability defects in multiple myeloma cell lines and to the suppression of IRF4 and its downstream transcriptional programs in the representative cell line LP-1. To understand whether the suppression of IRF4 was more broadly involved in the phenotypic response to CBP/EP300 bromodomain inhibition, we profiled the transcriptional response of a panel of cell lines of varying sensitivity to SGC-CBP30 (Figure 2A) following a 6-hr treatment with the inhibitor. As shown in Figure 5A, the degree of suppression of *IRF4* mRNA is significantly correlated with phenotypic sensitivity to SGC-CBP30, suggesting that this pharmacodynamic response is important for the mechanism of growth inhibition.

**Figure 5.**
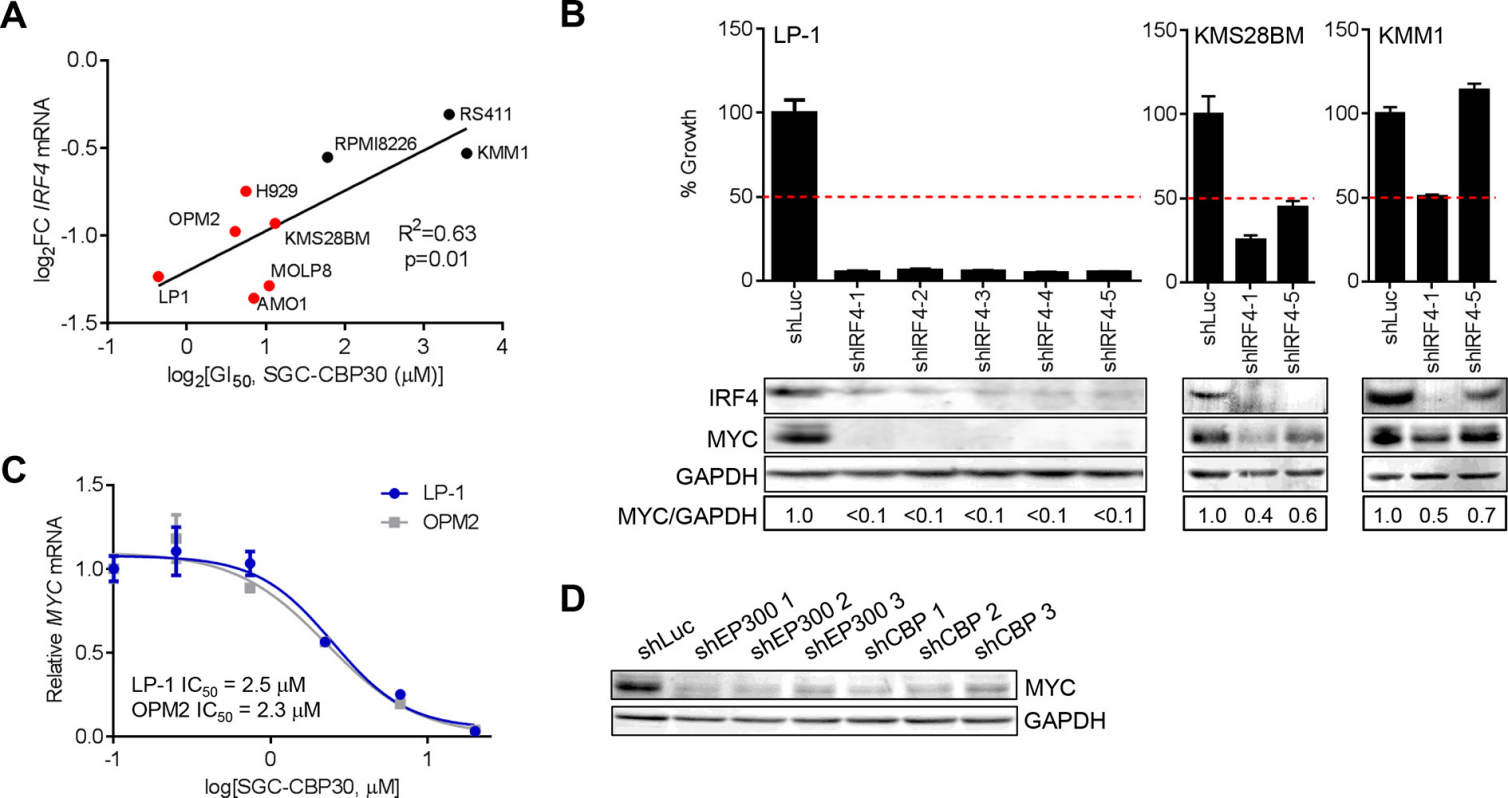
*IRF4* suppression is correlated with phenotypic sensitivity to SGC-CBP30, and MYC is downregulated concomitant with *IRF4* suppression following CBP/EP300 knockdown or bromodomain inhibition. (**A**) The indicated cell lines were treated with SGC-CBP30 (2.5 μM) for 6 hr, and *IRF4* expression normalized to *GAPDH* was determined by q-RTPCR. Suppression of *IRF4* (log_2_ fold change relative to DMSO) was plotted against log_2_ GI_50_. R^2^ and p-value of the linear regression are shown. Cell lines indicated in red have a GI_50_ of less than 2.5 μM SGC-CBP30 (Figure 2A). Source data can be found in Figure 5—source data 1. (**B**) Lentiviral shRNA constructs were transduced into the indicated cell lines. Western analysis was carried out after 4 days, and viability (n = 3 technical replicates ± SEM), was assessed after 7 days. Intensity of MYC bands relative to GAPDH bands is shown below the Western blots. (**C**) Cells were treated as in Figure 4A, and normalized expression of *MYC* was determined by q-RTPCR. Values represent the mean of three biological replicates, ± SEM. (**D**) LP-1 cells were transduced as in Figure 4E, and MYC protein expression was determined by Western analysis. See Figure 5—figure supplements 1 and Figure 5—source data 1 for additional data. **DOI:** http://dx.doi.org/10.7554/eLife.10483.013 10.7554/eLife.10483.014Figure 5—source data 1.Source data for Figure 5A and Figure 5—figure supplement 1B.**DOI:** http://dx.doi.org/10.7554/eLife.10483.014

**Figure 5—figure supplement 1.**
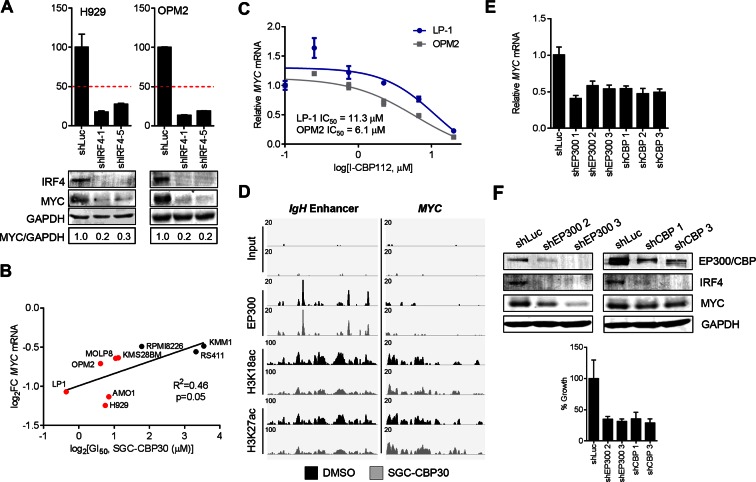
Suppression of the IRF4/MYC axis is important for the effects of CBP/EP300 bromodomain inhibition. (**A**) The indicated cell lines were transduced as in Figure 5B, and Western analysis and viability were assessed as in Figure 5B. (**B**) As in Figure 5A, except with *MYC* expression. (**C**) Cells were treated with I-CBP112 for 6 hr, and levels of *MYC* were determined as in Figure 4A. Values represent the mean of n = 3 biological replicates ± SEM. (**D**) Cells were treated as in Figure 4G, and sequencing traces at the *IgH* enhancer and the *MYC* transcriptional start site are shown. (**E**) As in Figure 4D, except with *MYC* expression. Values represent the mean of n = 3 technical replicates, ± SEM. (**F**) OPM2 cells were transduced with the indicated shRNAs. Western analysis was carried out after 4 days, and viability was assessed by flow cytometry after 7 days. Values represent the mean of n = 3 technical replicates, ± SEM. **DOI:** http://dx.doi.org/10.7554/eLife.10483.015

To better understand the events downstream of IRF4 suppression that are important for reducing proliferation and viability following CBP/EP300 bromodomain inhibition, we reduced the expression of IRF4 in a panel of multiple myeloma cell lines through shRNA transduction. The results first indicate that those cell lines that are sensitive to SGC-CBP30 (GI_50_ < 2.5 μM) require IRF4 for viability (Figures 5B and Figure 5—figure supplement 1A). Further, consistent with published results (Shaffer et al., 2008), knockdown of IRF4 and reduction in viability are associated with concomitant suppression of the oncogenic transcription factor c-MYC (MYC).

We reasoned that CBP/EP300 bromodomain inhibition may exert its phenotypic effects through the suppression of MYC downstream of IRF4 in multiple myeloma cells. 

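MYC is listed on chromosome 8 from 128747679 to 128753674, in the same unnamed build as IRF4. With SGC-CBP30 its log2 fold change was -0.49 (standard error 0.053, adjusted p = 1.24e-04 from limma), which lies under the 1.5-fold threshold of 0.585 on the log2 scale. It ranked 798 among the genes tested, and 797 genes had a larger fall. Both SGC-CBP30 libraries were below both DMSO libraries, and the log2 fold change was between -0.58 and -0.41 with 1 library left out. Its adjusted p ranged from 3.2e-05 to 0.0386 over the alternatives. The MYC-associated growth genes moved little with SGC-CBP30. Their median log2 fold change was -0.06, 30 of 52 were lower, and none was called at 1.5-fold, although 14 were lower and 5 higher at an adjusted p under 0.05. The adjusted p of the list was 0.0179 by camera, 0.268 by fry and 0.458 with the correlation estimated from the data, and the choice of scaling mattered, with a median of -0.01 (adjusted p 0.586) after quantile normalization and -0.13 (adjusted p 0.00131) after median scaling, both by camera. The median was -0.02 without SGC-CBP30 replicate 2 and -0.08 without replicate 1. Against the DMSO libraries of the CPI203 experiment it changed sign, to 0.08. The shift of this list differed between the compounds, with an adjusted p of 1.95e-19 by camera and 2.58e-05 by fry.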

While not among the most downregulated genes following the treatment of LP-1 cells with SGC-CBP30, *MYC* expression was significantly reduced (see below), and MYC transcriptional programs were affected (Figure 3—figure supplement 1E). Further, as with *IRF4* suppression, the degree of suppression of *MYC* mRNA in a panel of cell lines is significantly correlated with phenotypic sensitivity to SGC-CBP30 (Figure 5—figure supplement 1B). To confirm the dose-dependent reduction of *MYC* expression, we treated LP-1 and OPM2 cells with either SGC-CBP30 or I-CBP112 (Figures 5C and Figure 5—figure supplement 1C). The expression of *MYC* was reduced in a dose-dependent manner, with IC50 values somewhat higher than those observed for *IRF4* suppression (Figures 4A and Figure 4—figure supplement 1A). We also noted that H3K18ac and H3K27ac were reduced at the chromatin regions driving *MYC* expression following CBP/EP300 bromodomain inhibition, although loss of EP300 was less apparent, consistent with *IRF4* suppression being up-stream of *MYC* suppression in this context (Figure 5—figure supplement 1D). Further, consistent with the suppression of IRF4 at both the mRNA and protein levels (Figures 4D,E), the expression of MYC was reduced following the knockdown of either EP300 or CBP in LP-1 and OPM2 cells (Figure 5D, Figure 5—figure supplement 1E and F). Taken together, these data suggest that the bromodomains of CBP and EP300 are involved in the regulation of the IRF4/MYC axis in multiple myeloma cells, and the suppression of the IRF4/MYC axis may be important for the phenotypic effects of CBP/EP300 bromodomain inhibition.

### Suppression of the IRF4/MYC axis is required for anti-myeloma effects of CBP/EP300 bromodomain inhibition

To further test the link between the transcriptional effects on IRF4/MYC and the phenotypic consequences of CBP/EP300 bromodomain inhibition, we generated LP-1 cell lines containing inducible IRF4 (LP-1/IRF4) or MYC (LP-1/MYC) expression cassettes. We then treated these cell lines with SGC-CBP30 or I-CBP112 in the presence or absence of doxycycline to induce ectopic expression of IRF4 or MYC. As shown in Figure 6A and Figure 6—figure supplement 1, in the absence of doxycycline, CBP/EP300 bromodomain inhibition induces G0/G1 arrest within 24 hr, consistent with our previous observations (Figure 2C). However, upon ectopic expression of IRF4, the cell cycle arrest is completely abrogated, indicating that suppression of *IRF4* is required for the most proximal phenotypic consequence of CBP/EP300 bromodomain inhibition. While long-term viability appears to be reduced by the over-expression of IRF4 itself, there is a significant abrogation of growth inhibition and a reduced induction of apoptosis over background in the presence of ectopic IRF4 after a 6-day incubation with CBP/EP300 inhibitor (Figure 6A (right) and Figure 6—figure supplement 1A).

**Figure 6.**
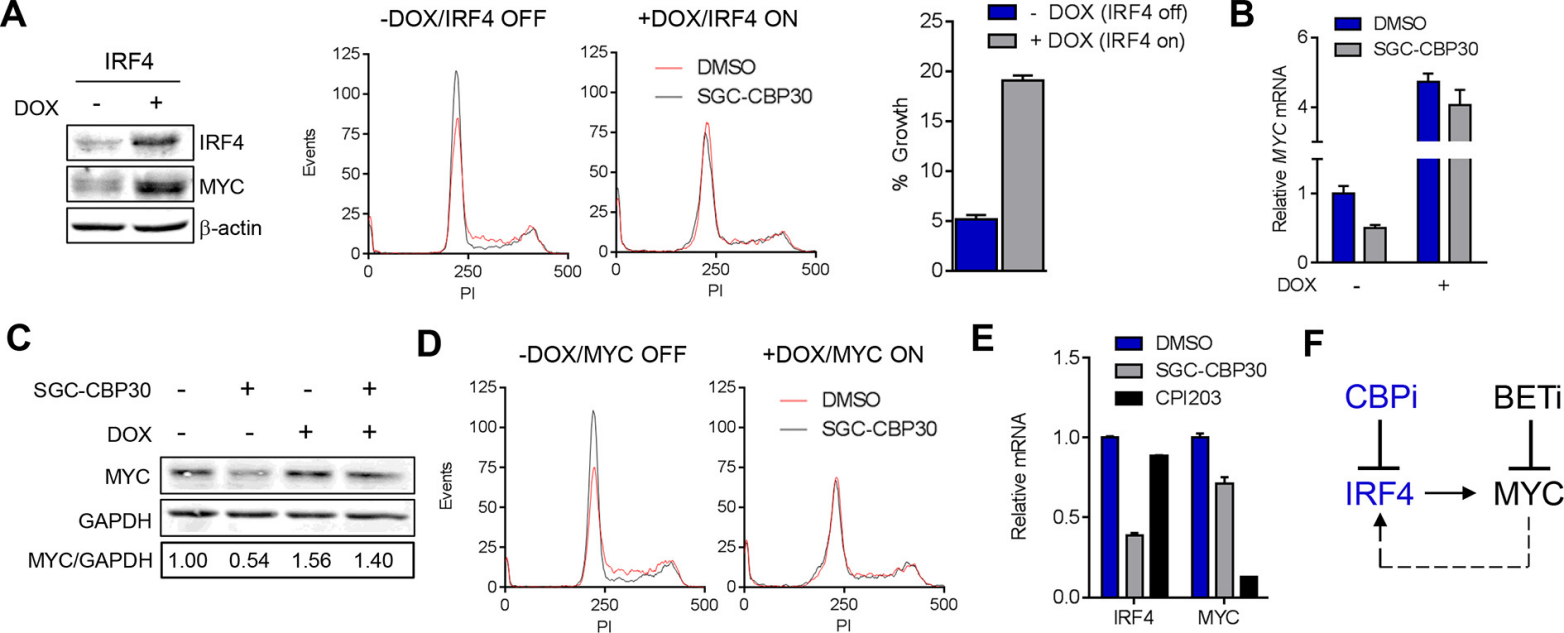
CBP/EP300 bromodomain inhibition suppresses the IRF4/MYC axis to cause viability defects. (**A**) IRF4 expression was induced in the LP1/IRF4 cell line by the addition of doxycycline. Left, lysates were prepared after 3 days and used for Western analysis with the indicated antibodies. Middle, cells were incubated for an additional 24 hr with DMSO or SGC-CBP30 (2.5 μM) and fixed for cell cycle analysis by flow cytometry. Representative histograms of two biological replicate experiments are shown. Right, Cells were incubated for 6 days in the presence of SGC-CBP30 (2.5 μM). Viable cells were counted by flow cytometry and percent growth was calculated relative to the DMSO-treated condition for induced or uninduced cells. Values represent the mean of n = 3 technical replicates, ± SEM (**B**) Cells were induced as in (**A**) and were treated with DMSO or SGC-CBP30 (2.5 μM) for 6 hr. Expression of *MYC* was measured by qRT-PCR, normalized to *GAPDH*, and expressed relative to uninduced cells treated with DMSO. Values represent the mean of n = 3 technical replicates, ± SEM. (**C**) As in (**B**) except cells were treated for 24 hr and lysed for Western analysis with the indicated antibodies. Values represent the ratio of GAPDH-normalized MYC expression relative to uninduced DMSO-treated cells. (**D**) MYC expression was induced in the LP1/MYC cell line by the addition of doxycycline. Cells were incubated for an additional 24 hr with DMSO or SGC-CBP30 (2.5 μM) and fixed for cell cycle analysis by flow cytometry. Representative histograms of two independent experiments are shown. (**E**) RNA sequencing data from Figure 3A is expressed as the mean of the two biological replicates ( ± SEM) normalized to DMSO-treated cells. (**F**) Model for the suppression of the IRF4/MYC axis by CBP/EP300 and BET bromodomain inhibitors. **DOI:** http://dx.doi.org/10.7554/eLife.10483.016

**Figure 6—figure supplement 1.**
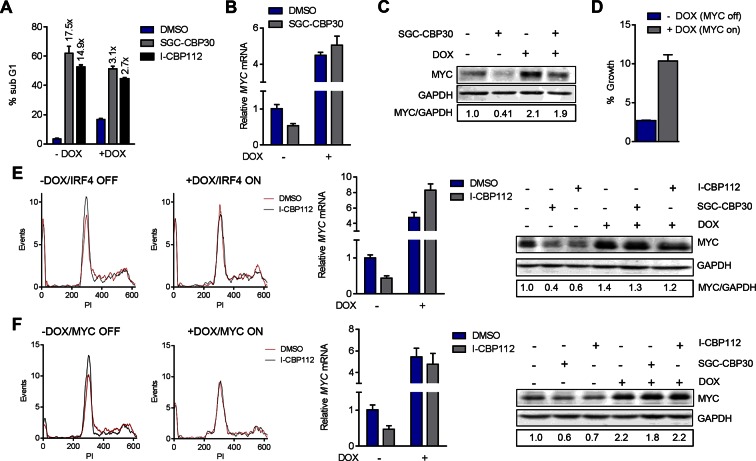
Additional data pertaining to IRF4 and MYC reconstitution experiments in Figure 6. (**A**) Quantification of % sub G1 following 7 d of treatment with the DMSO, SGC-CBP30 (2.5 μM), or I-CBP112 (5 μM) in the absence (-DOX) or presence (+DOX) of ectopic IRF4. Fold increase above DMSO treatment for each condition is shown above the bars. Values represent the mean and SEM of n = 3 technical replicates. (**B**, **C**, and **D**,) as in Figure 6A,B, and C, except with the LP-1/MYC cell line. **E** and **F** as in Figure 6, except with I-CBP112 at 5 μM. **DOI:** http://dx.doi.org/10.7554/eLife.10483.017

If the IRF4-mediated suppression of MYC is required for the phenotypic effects of CBP/EP300 bromodomain inhibition, one would expect that ectopic expression of IRF4 should block MYC suppression. Indeed, we found that the induction of IRF4 in the LP-1/IRF4 cell line both increased *MYC* expression (most prominently at the mRNA level) and prevented the suppression of *MYC* by SGC-CBP30 and I-CBP112 (Figure 6A far left, 6B and 6C and Figure 6—figure supplement 1E). Consistent with MYC suppression being a critical downstream effect of IRF4 suppression, ectopic expression of MYC in the LP-1/MYC cell line phenocopied ectopic expression of IRF4, rescuing cell cycle arrest and abrogating MYC suppression following CBP/EP300 bromodomain inhibition (Figure 6D and Figure 6—figure supplement 1B,C,D, and 1F).

While BET proteins are known to similarly target MYC in multiple myeloma, a comparison of CBP/EP300 and BET bromodomain inhibition demonstrated that these modalities target the IRF4-MYC network at different nodes, with BET inhibition having no impact on IRF4 at the doses and timepoints examined (Figure 6E, Figure 3D, and Figure 4—figure supplement 1B). 

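IRF4 was at 213 ± 2.69 RPKM (SD, n = 2) in DMSO and 82.8 ± 4.72 RPKM with SGC-CBP30, a level of 0.388 relative to DMSO. In the CPI203 experiment it was at 228 ± 0.321 RPKM in DMSO and 202 ± 0.830 RPKM with CPI203, a level of 0.888. This smaller fall, -0.17 on the log2 scale, was larger than the spread between replicates (adjusted p = 0.00319 from limma), but its adjusted p was 0.0834 when all 4 DMSO libraries were the controls, and ranged from 0.00209 to 0.0834 over the alternatives. MYC was at 288 ± 11.1 RPKM in DMSO and 205 ± 16.9 RPKM with SGC-CBP30, a level of 0.711. With CPI203 it fell from 243 ± 5.21 to 31.2 ± 0.392 RPKM, a level of 0.128 and a log2 fold change of -2.96 (standard error 0.053, adjusted p = 4.97e-10 from limma). The response of MYC differed between the compounds by 2.47 on the log2 scale (standard error 0.074, adjusted p = 1.04e-07 from limma). From its comparison of the compounds, the paper concludes that they act on the network at different nodes.

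**Figure D3:**
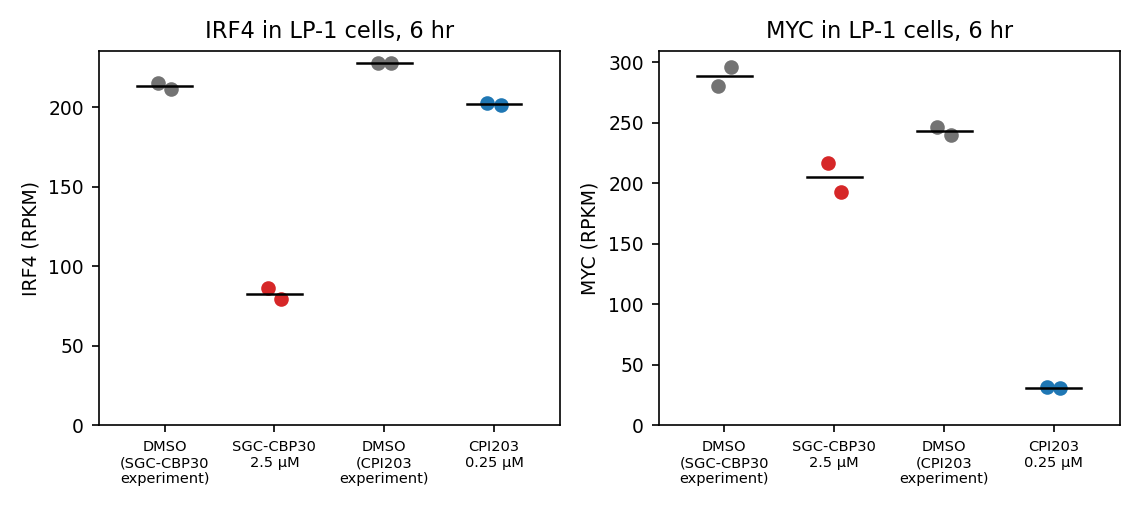
IRF4 (left) and MYC (right) in RPKM in each of the 8 LP-1 libraries after 6 hr. Points are single libraries and lines are the means of 2 libraries, and the means of IRF4 are 213 and 82.8 RPKM in the SGC-CBP30 experiment and 228 and 202 RPKM in the CPI203 experiment.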

Our data suggest that CBP/EP300 bromodomain inhibition exerts its anti-myeloma effects in a mechanism distinct from BET inhibition via the direct transcriptional inhibition of *IRF4* and the downstream suppression of IRF4 target genes such as *MYC*.

## Discussion

In the current study, we demonstrate that CBP/EP300 bromodomain inhibition results in cell cycle arrest and apoptosis in multiple myeloma cell lines. Viability effects are dependent on the silencing of the transcription factor IRF4, which results in the downstream suppression of c-MYC. CBP/EP300 bromodomain inhibition thus targets the IRF4/MYC network, which is critical for multiple myeloma cells independent of the upstream oncogenic signal. A recent publication describes the use of the CBP/EP300 bromodomain inhibitor I-CBP112 to inhibit the growth of leukemic cells (Picaud et al., 2015). Our data pointing to the preferential activity of both SGC-CBP30 and I-CBP112 in multiple myeloma cell lines as compared to leukemic cell lines is consistent with this published work. Similar to our findings, Picaud et al. observed minor cytostatic and limited cytotoxic effects in all leukemic cell lines screened with the exception of Kasumi-1. Only upon examining the effects of I-CBP112 on clonogenic growth did the authors observe more broad phenotypic effects. Thus, while CBP/EP300 bromodomain inhibition may have robust cytotoxic effects in multiple myeloma, our results do not exclude the possibility that this modality would have additional therapeutic utility in leukemia by targeting leukemic self-renewal.

Pharmacological inhibition of CBP/EP300 bromodomains represents a viable strategy for targeting these transcriptional co-activators. Evidence from genetic studies in mice has shown that ablation of any two of the four alleles of CBP and EP300 results in embryonic lethality, and mouse embryonic fibroblasts lacking expression of CBP and EP300 cannot proliferate (Kung et al., 2000; Jin et al., 2011; Yao et al., 1998). The selective viability effects and limited transcriptional footprint observed with CBP/EP300 bromodomain inhibitors suggests that this modality is milder than genetic ablation, perhaps affording an acceptable therapeutic index once drug-like molecules are optimized. Our results are more broadly consistent with recent studies using SGC-CBP30 and I-CBP112 that demonstrated selective phenotypic and transcriptional effects in distinct biological contexts (Hammitzsch et al., 2015; Picaud et al., 2015).

Mice with heterozygous loss of *Cbp* are prone to the development of hematologic malignancies, and human patients with germline mutations in *CREBBP* develop the Rubinstein-Taybi cancer predisposition syndrome (Kung et al., 2000; Iyer et al., 2004). Further, recent surveys of the mutational landscape in a variety of tumors have demonstrated frequent loss of function mutations in *CREBBP* and *EP300* (Pasqualucci et al., 2011; Peifer et al., 2012; Kishimoto et al., 2005; Mullighan et al., 2011; Zhang et al., 2012). While this evidence implicates CBP/EP300 as tumor suppressors, evidence also supports their oncogenic activity. Rare human leukemias have been found with oncogenic fusion proteins containing either CBP or EP300, and these oncogenic fusion proteins require the activity of CBP or EP300 (Murati et al., 2007; Ohnishi et al., 2008; Yung et al., 2011; Wang et al., 2011). Genetic ablation and pharmacological inhibition of CBP/EP300 in leukemic cell lines and primary patient samples also support the oncogenic role of CBP and EP300 (Picaud et al., 2015; Giotopoulos et al., 2015). Our data in multiple myeloma are consistent with an activity supporting oncogenic signaling, as either pharmacological inhibition or knockdown resulted in loss of viability. It is unclear whether CBP/EP300 bromodomain inhibition would have tumor promoting activity in normal tissues. However, concerns about inhibiting potential tumor suppressor activity of CBP/EP300 in normal tissues may be alleviated by a dosing regimen that prevents continuous target coverage in normal tissues.

BET bromodomain inhibitors are highly active in hematologic malignancies, including multiple myeloma (Delmore et al., 2011; Mertz et al., 2011). The activity of CBP/EP300 bromodomain inhibitors in multiple myeloma potentially suggests that this modality may modify similar genes regulated by BET bromodomain inhibitors, but transcriptional profiling does not support this notion. At the doses of SGC-CBP30 utilized, CBP/EP300 bromodomain inhibition appears to have a more circumscribed transcriptional footprint than BET bromodomain inhibition. Phenotypic effects of BET bromodomain inhibition in multiple myeloma are likely due to direct suppression of *MYC* and *BCL2*, while the effects of CBP/EP300 bromodomain inhibition appear to be via suppression of *IRF4*. The distinct transcriptional effects of the two modalities suggests that combinations may be efficacious. It has in fact been shown that targeting the IRF4 network with lenalidomide and the MYC network with BET bromodomain inhibitors has synergistic effects in mantle cell lymphoma and primary effusion lymphoma (Moros et al., 2014; Gopalakrishnan et al., 2015). CBP/EP300 bromodomain inhibition may thus represent an alternative strategy for targeting the IRF4 transcriptional axis in these contexts.

The discovery of BET bromodomain inhibitors represented a breakthrough in the ability to target what were thought to be intractable oncogenic factors. Here we have shown that CBP/EP300 bromodomain inhibitors may similarly be used to target the expression of critical oncogenic transcription factors. As dysregulated transcriptional control is central to the pathology of cancer, the ability to target oncogenic transcription networks with small molecule bromodomain inhibitors represents a promising direction for future therapeutics.

## Materials and methods

### Cell lines

Sources of cell lines and results of mycoplasma testing are provided as Supplementary file 2. All cell lines were used within 1–2 months of thawing from original stock vials received from supplier and were not further authenticated. LP-1 cells containing doxycycline-inducible IRF4 were generated as described for the inducible LP-1/MYC cell line (Mertz et al., 2011) using the IRF4 coding sequence (RefSeq BC015752.1) obtained from Origene Technologies, Inc. (Rockville, MD) as a template. Inducible cell lines were incubated with 1 μg/ml doxycycline (Sigma-Aldrich, Inc; St. Louis, MO) for 3 days. SGC-CBP30 (2.5 μM) or I-CBP112 (5 μM) was added for 6 hr for RNA analysis or for 24 hr, and cells were fixed for cell cycle analysis or pelleted for Western analysis, or were seeded in a 96 well plates for long -term viability testing.

### NanoBRET cellular assays

NanoBRET was carried out using the NanoBRET Protein:Protein Interaction System (Promega, Inc.; Madison, WI) according to the manufacturer’s instructions. Briefly, HEK293 cells were transiently co-transfected with a vector for histone H3.3-HaloTag and a NanoLuc tagged CBP bromodomain expression construct. Transfected cells were plated in 96 -well plates in the presence or absence of ligand, then treated with dose titrations of indicated compounds. Readings were performed on an Envision Plate Reader (Perkin Elmer, Inc.; Waltham, MA) and BRET readings were calculated by dividing the acceptor emission value (600 nm) by the donor emission value (460/50 nm).

### Bromodomain chromatin release assay

As described previously (Huang et al., 2014), this assay monitors the compound-dependent release and aggregation of a fusion protein consisting of a bromodomain and the fluorescent protein ZsGreen. For the BRD4 chromatin release assay, U2OS cells capable of inducibly expressing the full-length BRD4 protein in fusion with ZsG were generated using the pLVT3G/ZsGreen-BRD4/TO3G vector and maintained in blasticidin at 15 μg/ml. Consistent with published data (Dawson et al., 2011), we did not observe global release of full length CBP fused to ZsGreen in response to compounds or bromodomain point mutations. Therefore, the bromodomain (BD) of CBP was cloned into full length BRD9 (replacing the BRD9 BD) in frame with a ZsGreen fluorescent tag (ZsG). U2OS cells capable of inducibly expressing the ZsGreen-CBPBD fusion protein were generated by lentiviral delivery of the pLVT3G/BRD9-ZsG-CBPBD/TO3G vector, which contains both the inducible fusion protein and the tet transactivator. Cells were selected and maintained in the presence of 15 μg/ml blasticidin. 5000 cells/well were seeded in 384-well imaging plates in the presence of 2 μg/ml doxycycline to induce the expression of ZsG-fusion proteins. After 16 hr of incubation with doxycycline, fresh media containing serial dilution of compounds were added to the cells for 2 hr at 37°C. Cells were fixed with 4% paraformaldehyde (PFA) dissolved in PBS for 15 min at room temperature. Images of cells were acquired using ImageXpress Micro (Molecular Devices, Inc.; Sunnyvale, CA) and processed with the Transfluor Module of MetaXpress software. Average pits per cell values were obtained from four adjacent images in each well with two technical replicates for each compound concentration. Dose-response curves were generated by plotting the average pits per cell values at each dose and EC_50_ values were calculated by a four-parameter non-linear regression model in GraphPad Prism.

### Differential scanning fluorimetry

Differential scanning fluorimetry (DSF) was performed as described (Niesen et al., 2007) with the indicated bromodomains using the ViiA7 real time PCR system (Life Technologies, Inc.; Carlsbad, CA). Variable buffer compositions were used for the different bromodomain proteins with 12X SYPRO orange dye, 20 μM of the compounds or equivalent percentage of DMSO, and 4–8 µM of the indicated protein. A melting curve was established using a range of 25–95°C and a ramping rate of 3°C per minute. The melting temperature (T_m_) for each sample was determined using the ViiA7 software (version 1.2.2) and the ΔT_m_ was calculated by subtracting the T_m_ of the control from the T_m_ of the compound treated sample.

### Cell cycle analysis and viability determination

Cells were plated at 5000–10000 cells per well of 96-well plates containing titrations of the compounds as indicated. After incubation, the cells were incubated with 500 μg/ml resazurin (Sigma) in PBS for 2–8 hr, and fluorescence was measured (Ex 530 nm, Em 590 nm). Cell cycle analysis was performed as described previously (Mertz et al., 2011). For visualization, DNA content histograms were generated with GraphPad Prism. Dose-response curves were generated by plotting the normalized percent growth, percent sub-G1 and percent increase in G0/G1 at each dose values. GI_50_ values were determined as the concentration at which viability was 50% of the DMSO value and calculated by a four-parameter non-linear regression model in GraphPad Prism. Cell synchronization was performed as described (Mertz et al., 2011), and cells were released into media containing DMSO, 2.5 μM SGC-CBP30 or 5 μM I-CBP112.

### Lentiviral shRNA transduction

Lentiviral shRNA vector and packaging have been described previously (Mertz et al., 2011). Cells (2E6 cells/ml) were transduced with lentivirus at an MOI of 5–10 in 8 μg/ml sequebrene (Sigma) and centrifuged at 1000g for 2 hr. Cells were diluted to 1 × 10^6^ cells/ml overnight. Infected cells were diluted to 2 × 10^5^ cells/mL in 1 μg/ml puromycin and transferred to 96-well plates or TC flasks. After 3–4 days, cells in flasks were pelleted and used for qRT-PCR or Western analysis. Cells in 96-well plates were incubated for 9 days and fixed for cell cycle analysis, with passaging and fixing of aliquots as indicated. Target sequences for shRNAs were as follows: shEP300 1: 5’CGGAAACAGTGGCACGAAGAT3’; shEP300 2: 5’CGGAGGATATTTCAGAGTCTA3’; shEP300 3: 5’GCGGAATACTACCACCTTCTA3’; shCBP 1: 5’CCTCTTTGGAGTCTGCATCCT3’; shCBP 2: 5’GAGCTTCCCAAGTTAAAGAAG3’; shCBP 3: 5’GCCCATTGTGCATCTTCACGA3’. For IRF4 knockdown, validated shRNA constructs were obtained from Sigma. Constructs shIRF4-1, shIRF4-2, shIRF4-3, shIRF4-4, and shIRF4-5 correspond to TRCN0000429523, TRCN0000014764, TRCN0000014765, TRCN0000014767, and TRCN000433892, respectively.

### mRNA sequencing, gene expression microarrays, data analysis, and quantitative RTPCR

Total RNA was prepared with an RNeasy Mini Kit (Qiagen, Inc.; Hilden, Germany) with on column DNAse digestion and submitted to Ocean Ridge Biosciences (Palm Beach Gardens, FL) for sequencing and mapping. The data in RPKM for each gene with compound treatment was compared to DMSO treatment, and log_2_ fold changes were used for further analysis. Rank ordered gene lists were used for Gene Set Enrichment Analysis (Subramanian et al., 2005). RNA preparation, cDNA synthesis, and qRT-PCR were performed as described (Mertz et al., 2011). For dose titration experiments, cells in 96 -well plates were lysed in lysis buffer (1% Triton X-100, 0.01 μM glycine pH 2.5) and used directly for cDNA synthesis and qRT-PCR. Primer sequences can be found in Supplementary file 1.

### Western analysis

Whole cell extracts were prepared by lysis in RIPA buffer + EDTA (Boston Bioproducts, Inc.; Ashland, MA) with protease inhibitor cocktail (Roche Life Sciences; Indianapolis, IN). Extracts were subjected to SDS-PAGE and Western analysis with MYC (Cell Signaling (Danvers, MA) #5605), IRF4 (Cell Signaling #4964 or #4948), GAPDH (Life Technologies AM4300), CBP (Santa Cruz (Dallas, TX) sc-369), EP300 (Santa Cruz sc-584), or β-actin (Life Technologies AM4302) primary antibodies. For histone analysis, extracts were prepared by sulfuric acid extraction of permeablized nuclei, and extracted histones were subjected to SDS-PAGE and Western analysis with H3K18ac (Cell Signaling #9675), H3K27ac (EMD Millipore (Billerica, MA) 07–360), or H4 (Abcam (Cambridge, MA) 31830). Blots were incubated with DyLight conjugated secondary antibodies, imaged and quantified with a Licor fluorescence imager (Licor, Inc.; Lincoln, NE), or with HRP- conjugated secondary antibodies for ECL visualization.

### ChIP-seq

5 x 10^7^ LP-1 cells were treated for 6 hr with DMSO or 2.5 µM SGC-CBP30 at a density of 5 x 10^5^/ml. Cells were fixed with a final concentration of 1% formaldehyde for 10 min at room temperature. Glycine was added to a final concentration of 0.125 M to stop crosslinking. The cells were washed twice in cold PBS followed by lysis at 4°C for 1 hr in buffer containing 10 mM Tris-HCl pH 7.5, 10 mM NaCl, 5 mM MgCl_2_, 0.2% NP-40, + protease inhibitor cocktail (Sigma). Following lysis, nuclei were recovered by centrifugation, and resuspended in buffer containing 10 mM Tris-HCl, 0.1 mM EDTA, 5 mM MgAc_2_, 25% glycerol. An equal part 2X MNase buffer was added, containing 50 mM KCl, 8 mM MgCl_2_, 2 mM CaCl_2_, 100 mM Tris-HCl. Micrococcal nuclease (Roche) was added to 300 U/ml and chromatin was digested at room temperature for 20 min. Dilution buffer (0.1% SDS, 1.1% Triton-X 100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl) was added and nuclei were broken down by sonication. Chromatin was cleared by centrifugation and pre-cleared with protein A-conjugated magnetic beads (Life Technologies). 10–20 µg pre-cleared chromatin was combined with 10 µg anti-EP300 antibody (Santa Cruz sc-585X) or 2.5 ug of anti-H3K18ac (Cell Signaling, 9675) or anti-H3K27ac (Abcam, ab4729) conjugated to protein A magnetic beads. IPs were performed overnight at 4°C. Immune complexes were washed twice in buffer containing 140 mM NaCl, once in buffer containing 360 mM NaCl, once in 250 mM LiCl wash buffer, and twice in TE. Samples were eluted and treated with 20 µg proteinase K (Roche) for 1 hr at 55°C, crosslinks were reversed for 4 hr at 65°C, and 20 µg RNase (Sigma) was added for 1 hr at 37°C. DNA was purified with the MinElute kit (Qiagen), and libraries were prepared using the Ovation Ultralow DR Multiplex System (NuGEN, Inc.; San Carlos, CA) according to the manufacturer’s recommendations. Amplified libraries were size selected and gel-purified prior to Illumina massively parallel sequencing on a HiSeq 2000 system at the MIT Biomicro Center. Biological replicates were performed for each sample, and representative images are depicted.

### AlphaLISA

Inhibitory activity of compounds was determined by following the inhibition of the binding of purified His-Flag-tagged bromodomains to H4-TetraAc-biotin peptide (New England Peptide, Inc.; Gardner, MA) using AlphaLISA technology (Perkin Elmer). Compound at varying concentrations were dispensed into 384 well Proxiplates (Perkin Elmer) using Echo technology (Labcyte, Inc.; Sunnyvale, CA). For CBP assays, 0.5 μM His-Flag-tagged CBP bromodomain (amino acids 1082–1197) was incubated with 0.003 μM H4-TetraAc-biotin for 20 min at room temperature in 1x reaction buffer (50 mM HEPES pH 7.5, 1 mM TCEP, 0.069 mM Brij-35, 150 mM NaCl, and 0.1 mg/ml BSA). Streptavidin acceptor beads and nickel donor beads (Perkin Elmer) were added to 15 μg/ml with a Combi Multidrop dispenser. Plates were sealed and incubated at 90 min in the dark at room temperature, and plates were read on an Envision plate reader (Perkin Elmer) according to manufacturer’s instructions. For the BET assays, the protocol was similar except that BET family bromodomains were used at 0.03 μM (BRD4-BD1) and incubated with 0.2 μM H4-TetraAc-biotin for 20 min in reaction buffer (40 mM HEPES pH7.0, 1 mM DTT, 0.069 mM Brij-35, 40 mM NaCl, and 0.1 mg/ml BSA). Streptavidin donor beads and Anti-Flag Acceptor beads (Perkin Elmer) were added to 10 μg/ml, and then plates were sealed and incubated in the dark for 60 min prior to reading on the Envision.

### Chemical compounds

The synthesis and characterization of CPI203 have been published previously (Devaiah et al., 2012). SGC-CBP30 and I-CBP112 are commercially available (Sigma).

How the deposited data were processed for this re-analysis (not part of the article)

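RNA-seq of LP-1 multiple myeloma cells was examined after 6 hr of 2.5 μM SGC-CBP30, 0.25 μM CPI203 or DMSO. The 8 libraries form 4 groups of 2 biological replicates, and each compound has its own pair of DMSO libraries. The DMSO libraries were assigned to a compound by the naming series of the libraries in the deposited labels. The deposited table holds 24 further columns of libraries outside this series of samples, and these were not used in any step.

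The authors deposited RPKM values, 1 per gene and library, as made by their sequencing provider from total RNA prepared with on-column DNase digestion. The paper's methods state that RPKM with compound was compared with RPKM with DMSO and that log2 fold changes were analysed further. The aligner, counting method, versions, annotation release and genome build are not named in its text. A few of the deposited RPKM values are positive but vanishingly small, which shows that reads of overlapping or similar genes were shared out by a model, so values of pseudogenes, overlapping genes and near-identical copies are uncertain. Gene symbols and positions were taken from the annotation deposited with the table. Transcript lengths, GC content and gene types came from GENCODE release 29, matched by Ensembl identifier or, for retired identifiers, by symbol. Its build differs from that of the deposited positions, so none of its positions were used.

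Depth was estimated from the deposited RPKM values of genes with 1 exon and 1 transcript of at least 800 bases, whose values under 0.5 RPKM fall on steps of whole reads. In each library between 66.2% and 83.3% of those values were whole numbers of reads, so the depth is an estimate, between 26100000 and 50100000 reads per library. The total RPKM per library was between 484019 and 501281, and the 10 most abundant genes took between 3.78% and 4.06% of it. For genes with at least 10 RPKM the spread between replicates was 1.21 to 1.48 times the counting noise. Depth limits genes near 1 RPKM and hardly limits IRF4 or MYC. Among genes with at least 10 RPKM, at most 0.024% had identical values in any pair of libraries.

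After 27 genes with a missing value were left out, 33312 had a value above 0 in some library, and 14732 with a mean of at least 1 RPKM over the 8 libraries were tested. Values were converted to log2(RPKM + 0.1) without further scaling. limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with an intensity trend) was fitted to the 4 group means over all 8 libraries, with 4 residual and 5.5 prior degrees of freedom. The contrasts were SGC-CBP30 against its DMSO, CPI203 against its DMSO, and the difference between these effects, with Benjamini-Hochberg adjustment over the genes tested. Overlaps at 2-fold used the fold change alone, as in the paper's diagrams. Since the files hold no counts, no count-based test was run. The fit was tested on simulated data in which 200 of the 14732 genes were changed. It called 93% of the changed genes and 8 of the 14532 unchanged ones, and the fitted log2 fold changes followed the true ones with a slope of 1.01. All simulated changes were at least 2-fold. The noise was drawn from the fitted model itself, independently for each gene and with no difference between experiments. The simulation therefore cannot show how calls near 1.5-fold or false calls behave in the real data.

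Apart from genes marked as chosen after their values were seen, the genes named followed a rule set before the data were examined. These were IRF4, MYC, BCL2, CREBBP, EP300, GAPDH and HEXIM1, every gene of Figure 3D and of Figure 3—figure supplement 1D, and for each compound the 5 largest increases and 5 largest decreases among the called genes with both treated libraries on the same side of both DMSO libraries. Some of the genes under this rule are not reported here. Lists of MYC-associated growth genes, hypoxia and glycolysis genes, sterol synthesis genes, plasma cell and B lineage genes, histone genes and ribosomal protein genes were also written beforehand. The MSigDB signatures and the catalogue of IRF4 target genes that the paper analysed were not used here. Lists of S phase, HLA class II, STAT3-responsive, interferon-stimulated and non-glycolytic hypoxia genes were added later. Lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Where a list was set against random lists, 10000 were drawn.

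The alternatives were a pseudocount of 1, a mean of at least 5 RPKM, no filter, median scaling, quantile normalization, all 4 DMSO libraries as controls, the replicate number as a block, a separate fit for each experiment, no intensity trend, other thresholds, fry, an estimated correlation, and each library left out in turn. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for depth, tables and figures. Measurements by qRT-PCR, ChIP, flow cytometry and Western blotting were not analysed here.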

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

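The lists of genes below were set before the data were examined, and leave out the genes of Figure 3D. The plasma cell and B lineage list lies close to the myeloma and IRF4 signatures that the paper analyses, and was examined as genes outside Figure 3D. A list is given here when both limma's camera and fry gave an adjusted p under 0.05 and both treated libraries lay beyond both DMSO libraries of their experiment. The MYC-associated growth list with CPI203 also had an adjusted p under 0.05 by both tests. It is reported beside the paper's text on MYC and not here. The tests of the histone copies, the S phase genes and the non-glycolytic hypoxia genes were set before their results were seen, and the other tests of explanations, including the comparison of the largest S phase with the smallest histone increase, were chosen only after the result was seen. With an estimated correlation in camera, none of these lists had an adjusted p under 0.05; the values then lay between 0.07 and 0.359. The plasma cell and histone lists were at 0.07 with SGC-CBP30 and CPI203, respectively.

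Histone genes rose with CPI203. Of 90 histone genes listed, 39 had a mean of at least 1 RPKM over the 8 libraries and were tested. That mean includes the CPI203 libraries, so the filter favours genes that rose with CPI203. All 39 were called higher, the median log2 fold change was 2.64, and camera and fry gave adjusted p-values of 8.47e-20 and 2.49e-06. For histone genes as a whole, the share called and the median may be smaller. The paper does not report on histone genes. Several technical explanations are contradicted by the tables. Random lists matched on transcript length and GC content had medians between -0.23 and 0.11, and the histone list lay 2.69 above their centre. After quantile normalization the median was 2.78, and against the DMSO libraries of the other experiment it was 2.98. Reads moved between near-identical copies would leave the sum of the list unchanged, but the summed RPKM went from 520 to 2509, a log2 ratio of 2.27. Single histone genes remain uncertain for the same reason, since HIST2H3A and HIST2H3C had the same values with CPI203. A larger share of cells in S phase is a biological explanation, and it would raise the S phase genes too, but their median was 0.07, within the range of -0.21 to 0.09 of random lists of equally abundant genes. The S phase list was higher by fry (adjusted p 4.46e-04) and not by camera (0.0988), with 10 of 20 genes higher at an adjusted p under 0.05, so a small increase stays open. Each histone gene tested rose more than any S phase gene, since the largest increase of an S phase gene was 0.86 and the smallest of a histone gene 0.90. How strongly either kind of RNA varies over the cell cycle was not tested. These sizes therefore do not exclude a part for S phase in the rise of the histone genes. How RNA without poly(A) tails was captured in these libraries was not tested, so a change in polyadenylation of histone RNA stays open beside a change in transcription. Any direct effect of CPI203 on histone genes is a hypothesis.

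Histone genes also rose with SGC-CBP30, by a median of 0.25, with 32 of 39 genes higher and 11 called (adjusted p 6.84e-04 by camera and 0.00104 by fry). This is far less than with CPI203, and the difference between the compounds was significant (adjusted p 1.29e-23 by camera, 9.35e-06 by fry). The median depended on single libraries and was between 0.17 and 0.35 with 1 left out. The list lay 0.25 above lists matched on length and GC content, and the median was 0.17 after quantile normalization, where random lists reached 0.12. The median was 0.50 among the 15 members with at least 10 RPKM, which argues only in part against the deeper sequencing of the SGC-CBP30 libraries. That cut used the mean of all 8 libraries, which CPI203 raised, so some of the 15 may be less abundant in the SGC-CBP30 experiment. The summed RPKM rose from 563 to 704, a log2 ratio of 0.32. Against the other pair of DMSO libraries the median was 0.20, at the very edge of the range of random lists (-0.06 to 0.20), so this test excludes little. The S phase genes had a median of 0.11, just beyond the random lists (-0.10 to 0.07), with an adjusted p of 0.0852 by camera and 0.00106 by fry. A slightly larger share of cells in S phase thus may contribute and stays open.

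Hypoxia and glycolysis genes outside Figure 3D rose with SGC-CBP30. The median was 0.26, 26 of 33 were higher and 10 were called higher, with 2 called lower (adjusted p 0.00124 by camera, 4.95e-04 by fry). With CPI203 the median was 0.04, but members moved both ways, with 7 called higher and 6 called lower. Of the 10 genes called higher with SGC-CBP30, 5, chosen after their values were seen, were also called higher with CPI203, HK1 (log2 fold change 0.77 with SGC-CBP30 and 1.74 with CPI203), ENO2 (0.67 and 1.26), KDM3A (0.83 and 1.10), GBE1 (0.80 and 1.07) and EGLN1 (0.86 and 0.80). Among the rest, AK4 was called lower with CPI203 (0.88 and -1.59), and ALDOC, FAM162A, PFKFB3 and BNIP3 were not called with it. The difference between the compounds over the list had an adjusted p of 6.6e-04 by fry but 0.0656 by camera, so a rise particular to SGC-CBP30 is not established for the list. The list lay 0.22 above lists matched on length and GC content, its median was 0.28 after quantile normalization, and it was 0.24 against the other DMSO libraries, beyond the random lists in each case. The 17 members that encode no glycolytic enzyme had a median of 0.26, with an adjusted p of 0.0012 by fry and 0.0627 by camera, so a rise outside glycolysis rests on fry and on the comparison with random lists (-0.06 to 0.19). Depth is less clear. Among the 26 members with at least 10 RPKM the median was 0.10, no more than random lists of equally abundant genes reached (0.10). Yet 19.2% of those members were called higher, against 1.03% of other genes as abundant (Fisher's exact test, one-sided, p = 7.38e-06), so depth does not explain the 5 called genes among these members. The 5 called genes with less than 10 RPKM were outside the test, and for them and for the shift of the remaining members depth stays open. BNIP3, singled out after its values were seen, rose from 9.495 to 35.8 RPKM, from a level of 16.9 RPKM in the other DMSO libraries. A hypoxia-like response to SGC-CBP30 is therefore a hypothesis for a subset of the list, part of which rose with CPI203 too. Cell density or oxygen in the cultures was not tested.

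Sterol synthesis genes outside Figure 3D fell with SGC-CBP30, with a median of -0.24, 25 of 28 lower and 4 called (adjusted p 1.54e-11 by camera, 4.95e-04 by fry), and not with CPI203 (0.03). The compounds differed (adjusted p 6.51e-06 by camera, 7.7e-04 by fry). The fall lay 0.31 below lists matched on length and GC content (difference of medians -0.31), was -0.22 after quantile normalization, and was -0.21 among the 26 members with at least 10 RPKM, which argues against length, GC content, scaling and depth. The choice of control matters more. Against the DMSO libraries of the CPI203 experiment the list was higher with SGC-CBP30, with a median of 0.21, because it was 0.46 higher in the DMSO libraries of the SGC-CBP30 experiment than in the other pair. INSIG1, chosen after its values were seen, was at 288 RPKM in the DMSO libraries of the SGC-CBP30 experiment, 143 RPKM with SGC-CBP30 and 124 RPKM in the other DMSO. A feature of 1 pair of DMSO libraries may thus account for the fall, and a difference in culture that affected the whole SGC-CBP30 experiment stays open too. An effect of SGC-CBP30 on sterol synthesis was not separated from these.

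Plasma cell and B lineage genes outside Figure 3D fell with SGC-CBP30, with a median of -0.37, 26 of 28 lower and 6 called (adjusted p 9.38e-14 by camera, 1.26e-04 by fry). They fell further with CPI203, by a median of -0.61, with 25 of 28 lower and 14 called (adjusted p 1.97e-08 by camera, 7.8e-06 by fry), and the difference had an adjusted p of 0.0146 by camera and 1.95e-04 by fry. With SGC-CBP30 the list lay at -0.43 relative to lists matched on length and GC content, at -0.35 after quantile normalization, at -0.38 among the 24 members with at least 10 RPKM, and at -0.54 against the other DMSO libraries. With CPI203 the corresponding values were -0.58 for length and GC content, -0.64 after quantile normalization and -0.76 against the other DMSO. All lay beyond the random lists, so these technical explanations are each contradicted. Among genes singled out after their values were seen, TNFRSF17 fell by 0.45 on the log2 scale with SGC-CBP30 and by 2.40 with CPI203, TNFRSF13B by 0.80 and 2.46, and POU2AF1 by 1.10 and 1.26. SDC1, chosen in the same way, was an exception with SGC-CBP30, with a log2 fold change of 0.14 (adjusted p = 0.166 from limma), and fell by 1.55 with CPI203. That both compounds lower the plasma cell program in LP-1 cells at 6 hr is a hypothesis. It was found in these libraries, and no other data here test it. IRF4 had a log2 fold change of -0.17 with CPI203 against -1.36 with SGC-CBP30, yet the list fell further with CPI203. This argues against lower IRF4 RNA as the main route with CPI203, while that route stays open for SGC-CBP30. PRDM1, a gene of Figure 3D and so outside the list, was at 0.36 with CPI203 and -0.64 with SGC-CBP30.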

How the results depend on the processing

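Of 274 values of the main results and counts under the alternatives, 225 kept their direction and their side of the threshold, or for a count stayed within 1.5 times, 13 lost significance, 2 gained it, 1 reversed and 33 moved. Apart from the fits without 1 library, the log2 fold change of IRF4 with SGC-CBP30 was between -1.44 and -1.34, and that of MYC with CPI203 between -3.08 and -2.89. The cause of a change was not tested, except that a filter changes the number of genes tested. Depth limits the precision of genes near 1 RPKM.

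With a pseudocount of 1, the SGC-CBP30 genes with adjusted p under 0.05 and at least 1.5-fold change numbered 667 (34.8% higher), 684 changed at least 1.5-fold, and at 2-fold 103 were lower and 27 higher with SGC-CBP30, 561 and 430 with CPI203, and 32 and 10 with both. With a mean of at least 5 RPKM, 10544 genes were tested, 505 were called with SGC-CBP30 and 2590 with CPI203, 509 and 2590 changed at least 1.5-fold, and at 2-fold 86 were lower and 19 higher with SGC-CBP30, 512 and 318 with CPI203, and 28 and 8 with both. With no filter, 33312 genes were tested, 3933 changed at least 1.5-fold with SGC-CBP30 and 8506 with CPI203, at 2-fold 546 were lower and 527 higher with SGC-CBP30, 1707 and 1688 with CPI203, and 152 and 98 with both, the correlation across genes of the 2 compounds' log2 fold changes was 0.216, and the median of ribosomal protein genes with CPI203 was -0.04, now significant (adjusted p 0.0114).

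After median scaling the median log2 fold change of ribosomal protein genes with CPI203 was -0.05 (adjusted p 0.0499), that of MYC-associated growth genes with SGC-CBP30 was -0.13 (adjusted p 0.00131), and with SGC-CBP30 the log2 fold changes of CREBBP (-0.02) and GAPDH (-0.03) reversed. After quantile normalization the median of MYC-associated growth genes with SGC-CBP30 was -0.01 (adjusted p 0.586), that of ribosomal protein genes with SGC-CBP30 reversed to 0.01, and 32.4% of the SGC-CBP30 genes with adjusted p under 0.05 and at least 1.5-fold change were higher, as after median scaling.

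With all 4 DMSO libraries as controls, the SGC-CBP30 genes with adjusted p under 0.05 and at least 1.5-fold change numbered 516, of which 429 were among the 1070, and 6 genes of Figure 3D. IRF4 with CPI203 was at -0.12. Reversed were AC103801.2 with SGC-CBP30 (0.10) and, with CPI203, CREBBP (-0.01), NDRG1 (-0.12), FDFT1 (-0.41), ITGB7 (-0.21), PGK1 (0.09), GNG10 (0.25), PFKFB4 (-0.03), KIF21B (-0.03), RPS20P21 (-2.07), RP11-24N18.1 (1.71) and AC068533.7 (0.80). This alternative was not run for the overlap, the correlation, the lists and the difference between compounds, which would then share controls.

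At 2-fold and an adjusted p under 0.05, 278 genes were called with SGC-CBP30 and 1558 with CPI203, and with any fold change 5945 and 9459. With fry, the lists of MYC-associated growth genes (-0.06) and ribosomal protein genes (-0.07) with SGC-CBP30 were not significant. With an estimated correlation none of the lists was significant. The lists that lost significance were, with SGC-CBP30, MYC-associated growth (-0.06), hypoxia and glycolysis (0.26), sterol synthesis (-0.24), plasma cell and B lineage (-0.37), histone (0.25) and ribosomal protein genes (-0.07) and, with CPI203, MYC-associated growth (-0.76), plasma cell and B lineage (-0.61) and histone genes (2.64). With protein-coding genes only, chosen after the data were seen, the SGC-CBP30 genes with adjusted p under 0.05 and at least 1.5-fold change numbered 875.

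With the replicate number as a block, the SGC-CBP30 genes with adjusted p under 0.05 and at least 1.5-fold change numbered 1057, the CPI203 genes with adjusted p under 0.05 and at least 1.5-fold change 4120, and the genes whose response differs between SGC-CBP30 and CPI203 6729, and 16 genes of Figure 3D were called. The deviations of treated and DMSO libraries with the same replicate number had correlations of -0.096 and 0.009 across genes, so the numbers showed no pairing.

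Over the fits that each left out 1 library, the correlation across genes was from 0.304 to 0.364. Genes changed at least 1.5-fold were from 1180 to 1333 with SGC-CBP30 and from 4178 to 4326 with CPI203. At 2-fold, from 194 to 220 were lower and from 93 to 138 higher with SGC-CBP30, from 899 to 964 and from 677 to 712 with CPI203, and from 64 to 81 and from 38 to 54 with both. IRF4 was from -1.42 to -1.31 with SGC-CBP30 and from -0.18 to -0.17 with CPI203, and MYC from -0.58 to -0.41 and from -2.98 to -2.94. The medians with SGC-CBP30 were from -0.08 to -0.02 for MYC-associated growth, from 0.24 to 0.27 for hypoxia and glycolysis, from -0.28 to -0.20 for sterol synthesis, from -0.39 to -0.35 for plasma cell and B lineage, from 0.17 to 0.35 for histone and from -0.10 to -0.06 for ribosomal protein genes. With CPI203 they were from -0.80 to -0.76, from -0.01 to 0.06, from 0.02 to 0.03, from -0.65 to -0.59, from 2.62 to 2.76 and from -0.07 to -0.02 for the same lists. The hypoxia list changed sign without CPI203 replicate 1 (-0.01).

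Of 790 values of other named genes under the alternatives, 729 kept their direction and side of the threshold, 42 lost significance, 5 gained it and 14 reversed, and 25 of the losses came with all 4 DMSO libraries as controls. No count-based test was run, since the files hold no counts.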

Differences from the paper's values

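The paper gives 393 genes changed at least 1.5-fold with SGC-CBP30 (Figure 3—figure supplement 1C), and 1180 were found here. Of the alternatives set before the data were examined, a mean of at least 5 RPKM, with 509 genes, came within 1.5 times of the paper's value, and the others did not.

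The paper's diagram shows about 130 genes lower at least 2-fold with SGC-CBP30 (Figure 3—figure supplement 1A, read by eye), and 199 were found here. A pseudocount of 1 (103), all 4 DMSO libraries as controls (175) and the fit without SGC-CBP30 replicate 2 (194) came within 1.5 times, as did protein-coding genes only (156), an alternative chosen after seeing the values, and the other alternatives did not. For genes higher at least 2-fold the paper's diagram shows about 18 (Figure 3—figure supplement 1A, read by eye), and 93 were found. Only a pseudocount of 1 (27) and a mean of at least 5 RPKM (19) closed this gap.

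The paper's diagram shows about 40 genes lower at least 2-fold with both compounds and about 9 higher (Figure 3—figure supplement 1A, read by eye), and 70 and 40 were found. A pseudocount of 1 (32 and 10) and a mean of at least 5 RPKM (28 and 8) closed both gaps. Protein-coding genes only, chosen after seeing the values, closed the gap for lower genes (54) and not for higher genes (31), and the other alternatives closed neither.

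The paper shows the genes of Figure 3D as changed with SGC-CBP30 and not with CPI203. Here all had an adjusted p under 0.05 with SGC-CBP30, but LDHA (log2 fold change 0.25), PGK1 (0.41), CCDC134 (-0.44) and ITGB7 (-0.57) were among those under 1.5-fold. After median scaling ITGB7 (-0.65) passed, and it also exceeded 1.5-fold without DMSO replicate 1 (-0.62) or SGC-CBP30 replicate 1 (-0.63), and without a minimum fold change all of them were called. With CPI203, PTPN6 (-1.27) and F12 (-0.94) were called, and 13 of the genes had an adjusted p under 0.05. F12 was not called with no filter (adjusted p 0.126), after quantile normalization (0.113) or with a pseudocount of 1 (log2 fold change -0.49), and its log2 fold change was -0.57 without DMSO replicate 1 of the CPI203 experiment. PTPN6 was called under each alternative that was run with a test.

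For the doses and times it examined, the paper states that BET inhibition had no impact on IRF4, citing its RNA-seq and a qRT-PCR titration of CPI203. Its Figure 6E shows IRF4 at about 0.88 of DMSO with CPI203 (read by eye), and the level here was 0.888. The measured levels thus do not differ, and only their description does. Here the log2 fold change of IRF4 with CPI203 was -0.17 (adjusted p 0.00319 from limma). It was -0.12 (adjusted p 0.0834) with all 4 DMSO libraries as controls, the alternative under which it was not significant.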

Other observations

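The tests against the DMSO libraries of the other experiment were chosen only after the result was seen, and the tests of the HLA class II, STAT3-responsive and interferon-stimulated lists were set before their results were seen. CIITA, IL6R, IL6ST, CXCL10 and XAF1 were chosen after their values were seen.

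BCL2 fell with SGC-CBP30 by 0.53 on the log2 scale (adjusted p 1.01e-04) and with CPI203 by 0.26 (adjusted p 0.00209). HEXIM1 fell by 0.26 with SGC-CBP30 and rose by 1.43 with CPI203 (adjusted p of the difference 1.36e-06). EP300 rose by 0.30 with SGC-CBP30 and 0.57 with CPI203 (adjusted p 0.0142 and 1.42e-04), and CREBBP changed by 0.06 and 0.17 (adjusted p 0.615 and 0.102). The rise of EP300 with SGC-CBP30 lost significance under 3 of 9 alternatives, with an adjusted p of up to 0.076. GAPDH changed by 0.04 with SGC-CBP30 and rose by 0.21 with CPI203 (adjusted p 5.78e-05). The 77 ribosomal protein genes had a median of -0.07 with SGC-CBP30, with an adjusted p of 3.15e-07 by camera and 0.0734 by fry.

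By qRT-PCR in LP-1 cells with SGC-CBP30, the paper's source data give IRF4 at 0.43 and MYC at 0.48 relative to DMSO. The levels in RNA-seq here were 0.388 for IRF4 and 0.711 for MYC.

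The pairs of DMSO libraries differed from each other for 6150 genes at an adjusted p under 0.05, 1155 of them by at least 1.5-fold. Of the 199 genes lower at least 2-fold with SGC-CBP30, 84.9% were higher in their own DMSO than in the other pair, against 48.6% of all genes and 61.5% (52.8% to 68.3%) of the most lowered genes in 100 simulations without an effect. Both comparisons use the same SGC-CBP30 libraries, so some genes would be lower in both without an effect, 69.0% in the simulations (61.8% to 78.4%). Of the 199 genes, 89.4% were still lower than the other DMSO, 60 of them by at least 2-fold, and their median went from -1.25 to -0.61. A feature of 1 pair of DMSO libraries therefore does not account for all of these falls, but may account for part of their size, and a feature of the SGC-CBP30 libraries is not tested in this way. Of the 93 genes higher at least 2-fold, 84.9% were lower in their own DMSO than in the other pair, and 70.2% (60.2% to 82.8%) in the simulations, so part of these rises may come from the DMSO libraries as well. Against the other DMSO 83.9% were still higher, and 62.4% (51.6% to 74.2%) in the simulations.

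CIITA, a regulator of HLA class II genes, fell with SGC-CBP30 from 52.8 to 13.5 RPKM, and the 12 HLA class II genes tested had a median of -0.80 (random lists -0.15 to 0.12). With CPI203, CIITA fell by 2.42 on the log2 scale, further than with SGC-CBP30. The list fell too, but less, with a median of -0.19 and 11 of 12 genes lower (adjusted p 0.0247 by camera, 0.00113 by fry). The size of the fall of the list thus does not follow that of CIITA across the compounds. CIITA was at 15.8 RPKM in the other DMSO libraries, against which its log2 fold change was -0.22 (adjusted p 0.0564), and the HLA class II list was 0.36 higher than there. A feature of the DMSO libraries may explain both falls with SGC-CBP30.

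IL6R and IL6ST, which encode the receptor chains for interleukin-6, fell with SGC-CBP30 from 27.8 to 5.64 RPKM and from 114 to 30.1 RPKM. Against the other DMSO libraries their mean log2 fold change was still -2.01. The 9 STAT3-responsive genes had a median of -0.22 (random lists -0.14 to 0.28), and -0.13 against the other DMSO. With CPI203, IL6R and IL6ST also fell, by 1.70 and 0.99 on the log2 scale, while the median of these 9 genes was 0.09. Whether the loss of the receptor chains lowers these genes stays open.

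CXCL10 and XAF1 fell with SGC-CBP30 from 162.2 to 39.3 RPKM and from 4.97 to 0.850 RPKM. With CPI203 they fell by 1.99 and 1.94 on the log2 scale, and the compounds did not differ significantly (adjusted p 0.581 and 0.184). Against the other DMSO libraries their mean log2 fold change with SGC-CBP30 was -1.03. The 10 interferon-stimulated genes had a median of -0.42 (random lists -0.12 to 0.29), but -0.10 against the other DMSO, so a general fall of these genes may rest in part on the choice of DMSO. With CPI203 the median was -0.03. The non-glycolytic hypoxia genes had a median of 0.04 with CPI203.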
